# Glioblastoma-instructed microglia transition to heterogeneous phenotypic states with phagocytic and dendritic cell-like features in patient tumors and patient-derived orthotopic xenografts

**DOI:** 10.1186/s13073-024-01321-8

**Published:** 2024-04-02

**Authors:** Yahaya A. Yabo, Pilar M. Moreno-Sanchez, Yolanda Pires-Afonso, Tony Kaoma, Bakhtiyor Nosirov, Andrea Scafidi, Luca Ermini, Anuja Lipsa, Anaïs Oudin, Dimitrios Kyriakis, Kamil Grzyb, Suresh K. Poovathingal, Aurélie Poli, Arnaud Muller, Reka Toth, Barbara Klink, Guy Berchem, Christophe Berthold, Frank Hertel, Michel Mittelbronn, Dieter H. Heiland, Alexander Skupin, Petr V. Nazarov, Simone P. Niclou, Alessandro Michelucci, Anna Golebiewska

**Keywords:** Glioblastoma, Tumor microenvironment, Myeloid cells, Microglia, Patient-derived orthotopic xenografts, Single-cell RNA sequencing

## Abstract

**Background:**

A major contributing factor to glioblastoma (GBM) development and progression is its ability to evade the immune system by creating an immune-suppressive environment, where GBM-associated myeloid cells, including resident microglia and peripheral monocyte-derived macrophages, play critical pro-tumoral roles. However, it is unclear whether recruited myeloid cells are phenotypically and functionally identical in GBM patients and whether this heterogeneity is recapitulated in patient-derived orthotopic xenografts (PDOXs). A thorough understanding of the GBM ecosystem and its recapitulation in preclinical models is currently missing, leading to inaccurate results and failures of clinical trials.

**Methods:**

Here, we report systematic characterization of the tumor microenvironment (TME) in GBM PDOXs and patient tumors at the single-cell and spatial levels. We applied single-cell RNA sequencing, spatial transcriptomics, multicolor flow cytometry, immunohistochemistry, and functional studies to examine the heterogeneous TME instructed by GBM cells. GBM PDOXs representing different tumor phenotypes were compared to glioma mouse GL261 syngeneic model and patient tumors.

**Results:**

We show that GBM tumor cells reciprocally interact with host cells to create a GBM patient-specific TME in PDOXs. We detected the most prominent transcriptomic adaptations in myeloid cells, with brain-resident microglia representing the main population in the cellular tumor, while peripheral-derived myeloid cells infiltrated the brain at sites of blood–brain barrier disruption. More specifically, we show that GBM-educated microglia undergo transition to diverse phenotypic states across distinct GBM landscapes and tumor niches. GBM-educated microglia subsets display phagocytic and dendritic cell-like gene expression programs. Additionally, we found novel microglial states expressing cell cycle programs, astrocytic or endothelial markers. Lastly, we show that temozolomide treatment leads to transcriptomic plasticity and altered crosstalk between GBM tumor cells and adjacent TME components.

**Conclusions:**

Our data provide novel insights into the phenotypic adaptation of the heterogeneous TME instructed by GBM tumors. We show the key role of microglial phenotypic states in supporting GBM tumor growth and response to treatment. Our data place PDOXs as relevant models to assess the functionality of the TME and changes in the GBM ecosystem upon treatment.

**Graphical Abstract:**

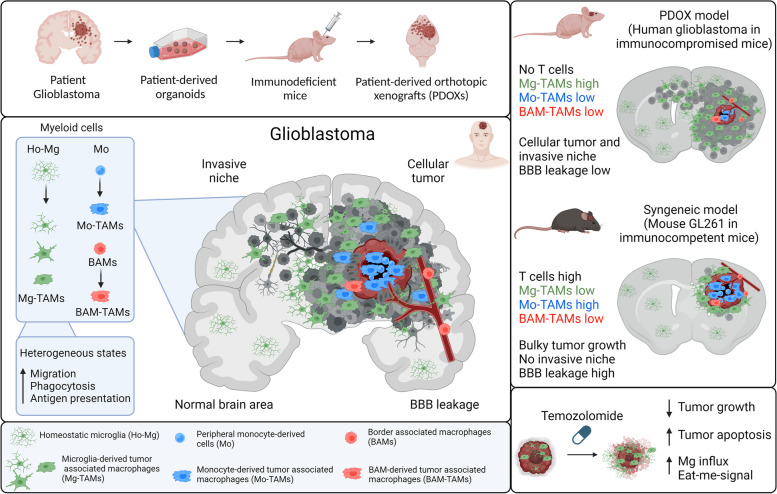

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13073-024-01321-8.

## Background

Tumor microenvironment (TME) components, encompassing immune and non-immune non-malignant cells, have been recognized as key players in tumor initiation, progression, and treatment resistance in all aggressive cancers [1]. Glioblastomas (GBMs), the most aggressive and incurable primary brain tumors, form a very dynamic ecosystem, in which heterogeneous tumor cells reciprocally interact with various cells of the TME [2]. The brain TME includes endothelial cells, pericytes, astrocytes, neurons, oligodendrocytes, and immune cells. Although GBMs are identified as “cold tumors” with very little lymphocytic infiltration [3], the GBM TME contains up to 40% of myeloid cells, which, as a whole, are referred to as tumor-associated macrophages (TAMs) and are known to create a supportive environment facilitating tumor proliferation, survival, and migration [4, 5]. TAMs are mainly composed of cells arising from brain-resident parenchymal microglia (Mg), peripheral monocyte-derived cells (Mo), and perivascular macrophages, known as border-associated macrophages (BAMs) [6–8]. The proportions and functions of TAMs of different origins are not yet clearly defined due to the striking phenotypical and functional adaptation in the TME, lack of stable identifying markers, and adequate preclinical models. Recent studies have shown that TAMs in GBM are different from classical pro-inflammatory activated (immune-permissive) M1 or alternatively activated (immune-suppressive) M2 reactive profiles [9, 10]. Notably, it has been proposed that TAMs acquire different gene expression programs depending on the GBM subtype and upon GBM recurrence [11–13]. However, it is not yet well understood to what extent TAMs acquire diverse functional phenotypes in vivo depending on their origin, specific tumor niches, or along tumor development and progression [14]. Therefore, a better understanding of functional TAM heterogeneity will pave the way for new therapeutic strategies targeting the myeloid compartment.

To achieve this critical aim, reliable patient-derived brain tumor models are needed. The lack of in-depth comprehension of preclinical models is regularly stated as one of the main challenges in curing cancer, including brain tumors [15]. Despite being used for functional investigations of the TME, the commonly used syngeneic and genetically engineered mouse models suffer from their limited resemblance to human disease. In this context, while GBM patient-derived organoids preserve certain TME components only during initial days, and ex vivo co-culture protocols are still immature [16], patient-derived xenografts allow for propagation of primary patient tumors in less selective conditions than in in vitro cultures [17]. Additionally, as subcutaneous xenografts do not recapitulate the natural TME, patient-derived orthotopic xenografts (PDOXs) implanted in the brain are certainly more adequate for modeling gliomas. However, although showing an excellent recapitulation of GBM tumor features, PDOXs are characterized by an immunocompromised environment and the replacement of the human TME with mouse counterparts. It is therefore important to assess to what extent PDOXs can mimic major TME features observed in GBM patient tumors.

We have previously reported that PDOX models recapitulate the genetic, epigenetic and transcriptomic features of human tumors [18]. We have also shown that mouse cells interact with human GBM cells in the brain. In particular, endothelial cells forming blood vessels adapt their morphology and molecular features analogous to the aberrant vasculature observed in patients [19]. We have further shown that mouse endothelial cells respond to anti-angiogenic treatment, as observed in GBM patients, leading to normalized blood vessels and treatment escape mechanisms toward more invasive tumors [20]. Here, we further inferred the heterogeneity of the TME compartment in PDOXs across genetically and phenotypically diverse GBM landscapes as well as upon temozolomide (TMZ) treatment. Focusing on TAMs, we distinguish their origin across GBM landscapes and identify distinct molecular programs. We show that Mg are a key component of the TME in GBM and transition toward heterogeneous phenotypic states in tumors of diverse genetic backgrounds. By interrogating single-cell RNA sequencing (scRNA-seq) and spatial transcriptomic profiles of GBM patient tumors, we confirm that the identified Mg states in PDOXs are also abundant in patients and localize variably across spatial TME niches. Notably, high proportions of these Mg-TAMs present dendritic cell-like features, including enhanced phagocytic and antigen-presenting cell characteristics. Finally, we show that TMZ modulates the molecular features of the tumor and TME components, leading to a differential network between various components of the GBM ecosystem.

## Methods

### Clinical glioma samples and PDOX cohorts

We collected high-grade glioma tissues from the Centre Hospitalier de Luxembourg (CHL, Neurosurgical Department) or the Haukeland University Hospital (Bergen, Norway) from patients who had given their informed consent. Patient-derived organoids were derived from mechanically digested tumor tissue. Tissue fragments were cultured for up to 2 weeks in non-adherent conditions at 37 °C under 5% CO_2_ and atmospheric oxygen in DMEM medium, 10% FBS, 2 mM L-Glutamine, 0.4 mM NEAA, and 100 U/ml Pen–Strep (all from Lonza). PDOX derivation and maintenance via serial transplantation of primary organoids in NOD/SCID (NOD. CB17-Prkdc^scid^/J) or NSG (NOD. Cg-Prkdc^scid^ Il2rg^tm1WjI^/SzJ) was previously described [18, 19, 21]. We obtained 46 PDOX models from 35 individual glioma patients, 39 PDOX models were characterized at the genetic and epigenetic levels. See Additional file 1: Table S1 for patient characteristics and PDOX characterization. Targeted sequencing, copy number aberrations and DNA methylation profiling of PDOX models were performed as previously described [18] unless specified otherwise in Additional file 2: Supplementary methods. For specific flow cytometry-based experiments, patient-derived organoids were implanted into eGFP-expressing NOD/Scid mice as described previously [22]. For the mouse-derived TME analysis, tumor organoids were implanted (6 per brain) into the right frontal cortex of female nude mice (athymic nude mice, Charles River Laboratories, France) at least 1 week after acclimatization in the animal facility. This allowed assessment of the TME in the least immunocompromised mouse background in the animals of the same age and sex. Animals were housed in a specific pathogen-free (SPF) facility under a controlled environment (temperature, humidity, and light) with free access to water and food. When applicable, mice were deeply anesthetized with a mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg) and transcardially perfused with ice-cold PBS. Animals were sacrificed at the endpoint defined in the scoresheet via cervical dislocation. Endpoints are specific for each PDOX model and depend on multiple factors including tumor growth characteristics, proliferation index, cell invasiveness, blood vessel leakage, and tumor edema [19]. For the time point experiment, P3 PDOXs in nude mice were sacrificed also 25 and 35 days post implantation, following tumor growth evaluation by MRI.

For TMZ treatment, P3 PDOXs were evaluated daily. Tumor growth was monitored by MRI (3 T MRI system, MR Solutions). At day 30, nude mice were randomized into 2 groups: from day 33 control PDOXs were administered NaCl 0.9% + 10% DMSO, treatment group received 40 mg/kg TMZ in NaCl 0.9% + 10% DMSO corresponding to 120 mg/m^2^ in humans. Treatment was administered by oral gavage 5 × per week with a total of 8 doses, where the last treatment dose was given shortly before the endpoint. Tumor growth was followed by MRI at days 37 and 42 and quantified as previously described. Statistical differences were assessed with two-tailed Student’s *t* test.

Animal experiments were performed in accordance with the regulations of the European Directive on animal experimentation (2010/63/EU) and were approved by the Animal Welfare Structure of the Luxembourg Institute of Health and by the Luxembourg Ministries of Agriculture and of Health (LRNO-2014–01, LUPA2019/93 and LRNO-2016–01).

### scRNA-seq in PDOXs

We extracted tumor tissues from mouse brains and dissociated with the MACS Neural Dissociation kit (Miltenyi Biotec) according to the manufacturer’s instructions. Single cells were purified with the Myelin Removal Beads II kit (MACS Miltenyi Biotec) as previously described. To separate human GBM cells from the mouse TME, PDOX-derived cells were FACS-sorted (P8, nude control brain) [23] or MACS-purified (remaining PDOXs) with a Mouse Cell Depletion kit (Miltenyi Biotec) [21]. Except for tissue dissociation, all steps were performed on ice. Mouse-derived TME was processed via Drop-seq. See Additional file 2: Supplementary methods for human tumor cells.

Drop-seq and data preprocessing were performed as previously described [18, 24]. Briefly, scRNA-seq analysis was performed in R (v4.1.1) with the Seurat package (v4.0.5) [25]. Human and mouse cells were separated by mapping the scRNA-seq reads to human g38 and mouse mm10 reference genomes. The distributions of UMI counts and features expressed allowed for clear cell separation. Mouse TME samples were merged with the published Drop-seq dataset of the GL261 TME [24]. QC thresholds were empirically applied per sample, and only genes expressed in at least 5 cells, cells expressing at least 200 features and cells with 30% or fewer mitochondrial reads were selected. Potential doublets were predicted and removed using DoubletFinder (v2.0.3) [26]. Counts were normalized using the Seurat-based “NormalizeData” function, batch correction was performed by Harmony (v0.1.0) [27]. Clustering was performed on harmony embeddings using the default parameters of the Seurat package. Dimensionality reduction was performed using the Uniform Manifold Approximation and Projection (UMAP) of the Seurat package. Differential expression analysis was performed using the Wilcoxon rank sum test, and the false discovery rate (FDR) was calculated using the Benjamini–Hochberg method. Cell clusters were identified based on the expression of known marker genes and differentially expressed genes (DEGs) were determined by the “FindAllMarkers” function. To assess the identity of cells identified as a cycling state, the “Cycling” cluster was extracted as a separate Seurat object. We used UCell method [28] to score each single cell by the gene signatures of other cell types (i.e., clusters) identified in the study and we labelled each cell with the cell type that had max UCell modular score calculated.

The myeloid cluster was extracted using the “Subset” function. Gene ontology analysis was performed by METASCAPE (https://metascape.org/). Single-cell trajectory inference analyses were performed on Mg cells with the TSCAN R packages using default parameters (doi:10.18129/B9.bioc.TSCAN) to obtain minimum spanning tree and pseudotime ordering of cells. The *z*-score of genes was calculated by subtracting the mean of expression from the raw expression of each gene and normalization by the corresponding standard deviation. Gene expression was displayed as heatmap of *z*-scores. Single-cell gene set signature scores were calculated using the Seurat “AddModuleScore” [29]. Identification of master transcriptional regulators was performed using normalized counts from subsetted myeloid cells. Gene regulatory network inference was performed according to the standard SCENIC workflow [30].

### Reference-based mapping

Myeloid cells were identified and extracted from publicly available GL261 scRNA-seq datasets based on the expression of key myeloid cell markers ("*Itgam*","*P2ry12*","*Csf1r*","*Tgfbi*", "*Ptprc*", "*Hexb*","*Mrc1*", "*Ly6c2*") [7, 8, 24]. Dendritic cells (DCs) were excluded by identifying clusters expressing key DC markers reported in Pombo et al.. The Ochocka et al. dataset was used as the reference. Other datasets were projected onto the reference UMAP structure. The reference principal component analysis (PCA) space was computed using 2000 most variable genes, and the first 30 PCs were used to calculate the UMAP model. Next, we determined the common features of the reference and each of the query datasets by Seurat’s “FindTransferAnchors” function with the reduction method “pcaproject” and the parameter “dims = 1:50.” Finally, we called “MapQuery()” to transfer cell type labels and project the query data onto the UMAP structure of the reference.

### Cell-to-cell communication analyses

Cell-to-cell communications were inferred using CellChat (v1.6.0) [31]. Human genes in GBM tumor cells from PDOXs were converted to mouse homologs using the “convert_human_to_mouse_symbols” function in the nichenetr package (v1.1.1) [32] and merged with the TME matrix from the corresponding PDOX. The subpopulation was considered for the analysis if at least 10 cells per subpopulation were present in the sample(s) considered. Crosstalk inference analyses were performed using the “CellChatDB.mouse” database on each of the conditions before they were merged for comparison. The exploration, analysis and visualization of inferred networks were performed using default parameters of relevant CellChat functions. Other visualization packages of R, such as ggplot2 and patchwork, were used to improve the quality of plots and plot annotations.

### Human GBM scRNA-seq and bulk RNA-seq analyses

Where applicable, mouse MGI gene lists were automatically converted to human HGNC symbols in R using the capital letter (*toupper*) or the “getLDS” function in the biomaRt [33]. Only genes with human homologs available in the  HOM_MouseHumanSequence database [34] were applied.

#### scRNA-seq

Analysis of the TME in human GBM was performed using the Darmanis et al. dataset [35]. Analysis of myeloid cells was performed using publicly available 10X Genomics GBM datasets [8, 36–38] and an annotated GBmap database [39]. Data were obtained as preprocessed gene expression matrices (DEMs) from a total of 36 IDH wild-type tumors including newly diagnosed (*n* = 27) and recurrent (*n* = 9) GBMs. GBmap data were obtained from a total of 110 IDH wild-type GBM tumors, 103 tumors were annotated as newly diagnosed or recurrent and contained sufficient amount of myeloid cells for the analysis. Each dataset was analyzed separately to extract myeloid cells. Myeloid cells were extracted as follows: (1) For GBmap and Friedrich et al. dataset, cells were identified according to the author’s annotation; (2) For Wang et al., Johnson et al., and Pombo-Antunes et al. datasets, we used an approach that combines overexpression (OE) and clustering analysis. First, genes with zero count in all cells were filtered out, and the “NormalizeData” function was applied to LogNormalize each cell with a scale factor of 10,000. UMAP was used to visualize the cells and clusters in 2 dimensions. Cluster identity was determined according to overrepresentation of a cell type within the cluster as called by OE analysis. Myeloid cells were extracted for further analysis. Overall, 51,302 myeloid cells were extracted and combined into one Seurat object. Genes with zero counts in all cells were removed, and cells were log-normalized with a scale of 10,000. The Harmony (v0.1.0) package was used to remove variation due to batch effects. All PCs were used and *theta* was set to 1. Harmony embedding was used for clustering analysis. A subset of myeloid cells including monocytes, TAM-BDM, and TAM-MG cells from the GBmap Seurat object’s “annotation_level_3” were scored using our Human Mo and Human Mg signature gene lists. Myeloid cells were assigned to either Mo or Mg based on the highest single-cell gene set signature scores between Mo or Mg gene sets for each cell. A heatmap showing the overexpression scores (OES) of cell type markers, functional signatures, and cluster markers in the Pombo-Antunes et al. dataset was generated using pHeatmap (v1.0.12). OES were calculated using Seurat’s “addModuleScore” function. Cells (columns) were ordered according to hierarchical clustering analysis based on OES of Mo and Mg gene signature lists.

#### Bulk RNA-seq

The Ivy Glioblastoma Atlas Project (IVY-GAP) bulk RNA-seq dataset was obtained from 279 patient tumor fragments in total (anatomic structure cohort: 122 samples from 10 tumors; Cancer Stem Cell cohort: 157 samples from 34 tumors) [40]. OES of the gene lists were calculated using the normalized *z*-score as done in Jerby-Arnon et al. [41]. The OES table was then split according to the tumor location, and heatmaps of OES were generated for each tumor location using ComplexHeatmap (v2.12.1) [42]. Bulk RNA-seq profiles of CD49d^+^ (MG) and CD49d^−^ (MDM) myeloid cells purified from normal human brain (*n* = 7) and GBM patient tumors (*n* = 15) [43] were analyzed via the Brain TME dataset [44].

#### Survival analysis

For the survival analyses, 263 IDHwt GBMs (filtering: IDH = w; histology = GBM, grade = 4, codel = no) were selected from the CGGA dataset (*n* = 98 tumors in batch 1 and 165 tumors in batch 2 combined) [45]. IDH mutant and unknown status tumors were removed. IDHwt GBMs were stratified into three distinct transcriptomic subtypes: classical, mesenchymal, and proneural following previously reported signatures [12]. Additional clinical parameters included treatment status of the patient and *MGMT* promoter methylation status. Scores for the signatures used were computed for each sample using the ssGSEA method from the package GSVA (v.1.38.2) [46] in a purrr tidyverse environment leading to a matrix of enrichment score of each signature (rows) and for each sample (columns). The samples have been stratified into “high-score” or “low-score” by splitting the top 25% highest ssGSEA scores and the top 25% lowest ssGSEA score respectively (equivalent to 65 patients). The stratified samples were subjected to the Kaplan–Meier analysis to estimate the survival with the package *survival* (v3.2–11).

### Spatial transcriptomics

Spatial transcriptomic profiles of 16 GBM patient tumors obtained from 16 individual patients were obtained as described recently [47]. For spatial data analysis, we acquired spatially resolved RNA-seq datasets using the SPATAData package (https://github.com/theMILOlab/SPATAData). For annotation of the scRNA-seq dataset to spatial transcriptomic data, we humanized the genes using the HOM_MouseHumanSequence database [34] and rejected all genes that failed to map to the human transcriptome. Spatial correlation analysis was performed by either a spatial Lag model or a canonical correlation analysis (CCA) using the “runSpatialRegression” function from the SPATAwrappers package. Cell type deconvolution of each spot was performed by robust cell type decomposition (RCTD), a well-validated toolbox. The deconvolution was performed by the SPATAwrapper (https://github.com/heilandd-/SPATAwrappers) package using the function runRCTD. Visualization of surface plots or correlation analysis was performed by the SPATA2 toolbox.

### Reference mapping to GBmap dataset

To map the scRNA-seq dataset to the human GBmap reference dataset, we humanized the genes using the HOM_MouseHumanSequence database [34] and rejected all genes that failed to map to the human transcriptome. Next, we used an optimized version of azimuth (“modified_azimuth.R”) to map the query scRNA-seq dataset to GBmap [39] as described recently. The mapping results were visualized in ref.umap.

### Immunohistochemistry

The regular histological analysis of PDOX models (H&E, human Nestin/Vimentin, mouse CD31, Ki67) was performed as described previously [18, 19] at the endpoint of tumor growth, unless specified otherwise. Antibodies are listed in Additional file 1: Table S2. Mouse Iba1 staining was performed on coronal 4–8-µm sections from paraffin-embedded brains. Sections were incubated for 30 min at 95 °C in retrieval solution (Dako). Primary antibodies were incubated overnight at 4 °C or 3 h at room temperature, followed by 30 min incubation with secondary antibodies. The signal was developed with the Envision + System/HRP Kit in 5–20 min (K4007, Agilent/Dako). Iba1^+^ cells were quantified based on the ImageJ plugin [48]. The quantification of Iba1^+^ cells was performed using several technical and biological replicates. Number of images per mouse (technical replicates) depended on the tumor size. Each biological replicate was calculated as a mean of technical replicates obtained across the normal brain/tumor tissue in the same mouse. Human Iba1 staining was performed according to standardized protocols using Discovery XT automated immunostainer (Ventana Medical Systems, München, Germany) as previously published [10].

For immunofluorescence, brains were perfused and post-fixed with 4% paraformaldehyde (PFA)/sucrose for 48 h. Coronal Sects. (4–12 µm) were permeabilized with PBS with 1.5% Triton X-100, blocked with 5% BSA and incubated with the primary antibodies. Secondary antibodies were incubated for 2 h. Alternatively, an Opal 3-Plex Manual Detection Kit (Akoya Biosciences) was used following the manufacturer’s guidelines. Cell nuclei were counterstained with Hoechst (1 mg/ml; Sigma). Sections were mounted on glass slides cover slipped using Fluoromount™ Aqueous Mounting Medium (Sigma). Images were obtained using a Nikon Ni-E or Zeiss LSM880 confocal microscope. *Z*-stacks were performed with 0.5-μm steps in the *Z* direction, with a *XY* resolution of 1.024 × 1.024 pixels.

### Multicolor flow cytometry

Animals were analyzed at the endpoint of tumor growth. Animals were perfused with ice-cold PBS. PDOX brains were dissected into separate zones when specified: tumor core (cellular tumor, including pseudopalisading/hypoxic zone if present), invasive zone (corpus callosum and front left hemisphere, P3), and distant zone (back left hemisphere, P3 & P13). P8 PDOX was not dissected into distinct tumor zones due to its very invasive nature and similar tumor cell density in the left and right hemispheres. Patient tumors, PDOX tumors, and control mouse brains were dissociated with a MACS Neural Tissue Dissociation Kit (P) (Miltenyi) following the manufacturers’ instructions. Analysis of human cells in eGFP^+^ mice was performed as described previously [22]. For analysis of mouse-derived TME in nude mice, single cells were resuspended in ice-cold HBSS, 2% FBS, 10 mM HEPES buffer (100 µl/test). Fc receptors were blocked with CD16/CD32 antibody for 30 min at 4 °C. Cells were incubated with the appropriate pre-conjugated antibodies for 30 min at 4 °C in the dark (Additional file 1: Table S2). Non-viable cells were stained with Hoechst (0.1 µg/ml, Sigma). Data acquisition was performed at 4 °C on a FACS Aria™ SORP cytometer (BD Biosciences) fitted with a 640 nm (40 mW) red laser, a 355 (20 mW) UV laser, a 405-nm (50 mW) violet laser and, a 561-nm (50mW) yellow/green laser, and a 488-nm blue laser (50 mW). Data were analyzed with FlowJo software (version 10.8.1). Data were quantified as percentages of representative subpopulations, technical replicates (*n* = 2–4) obtained from the same mice were used to calculate the mean for a biological replicate. Biological replicates, corresponding to individual mice, were applied for statistical analysis and displayed on the figures (Nude normal brain: *n* = 6; PDOX P8 *n* = 6 (*n* = 2–5 for activation markers); PDOX P3 *n* = 3, PDOX P13 *n* = 3).

### CD11b^+^ myeloid cell isolation and functional assays

Mice were perfused with ice-cold PBS. Tumor tissue was dissected from mouse brains and dissociated with the MACS Neural Dissociation kit (Miltenyi Biotec). PDOX brains were dissected into separate zones when specified: tumor core (cellular tumor, including pseudopalisading/hypoxic zone if present) and distant zone (left hemisphere, bottom hemisphere, PDOXs P3 and P13).

Ex vivo migratory abilities were assessed using 8-μm pore size Boyden chambers (ThinCert cell culture inserts, Greiner), fitted into 24-well plates. Myeloid cells were enriched using CD11b^+^ beads (MACS Miltenyi Biotec). Experiments were conducted in cells isolated from 3 distinct mice per model (biological replicates), each with 2 technical replicates (2 wells/mouse). A total of 100,000 cells were seeded in the upper chambers in DMEM-F12 medium. After 48 h, the cells were fixed in 4% PFA for 15 min and stained with DAPI for 15 min. Migratory cells were quantified by counting the number of cells on the lower side of the membrane under a light microscope with a × 20 magnifying objective (5 fields/membrane). The data were normalized according to the proliferation index and are represented as the percentage of cells that migrated relative to the initial number of cells. Each biological replicate was calculated as a mean of technical replicates (number of cells per field of view followed by mean number of cells/view in technical replicates).

Ex vivo phagocytic abilities were measured using pHrodo Red E.coli bioparticles (Essen Bioscience, MI USA). Biological replicates represent 3 (Nu-NB, PDOX P3, PDOX P8) or 4 (PDOX P3) mice per model. A total of 100,000 freshly isolated CD11b^+^ cells were plated into 96-well plates in 100 μl and left for 2 h to adhere. pHrodo Red E.coli bioparticles were added at 10 μg/ml, and the plates were transferred into the IncuCyte ZOOM (Essen Bioscience, MI USA) platform. Four images/well from at least 3 technical replicates (3 wells/mouse) were taken every hour for a duration of 44 h. The red fluorescence signal was quantified by applying a mask, and the parameter red object area was extracted for data analysis and visualization. Each biological replicate represent a mean of technical replicates. For flow cytometry, Percoll-purified freshly isolated myeloid cells were incubated with 1 µg of pHrodo™ Red E. coli BioParticles™ Conjugate for Phagocytosis (Invitrogen) at 37 °C for 1 h followed by multicolor cell membrane marker staining at 4 °C. Data acquisition was performed on a NovoCyte Quanteon Flow Cytometer (Agilent) fitted with a 405-nm Violet laser, a 488-nm blue laser, a 561-nm yellow/green laser, and a 637-nm red laser.

### Statistical analyses

Statistical analysis details for each experiment are reported in respective material and methods section and in the figure legends. For non-RNA-seq data, we applied parametric tests: (i) Students’ *t* test (unpaired, two-tailed) for comparing two distinct groups; a Bonferroni multiple-significance-test correction for the number of conditions was applied to compare the proportions (ii) one-way analysis of variance (ANOVA) with Tukey’s Honest Significant Difference (HSD) correction for multiple comparisons for scenarios where we compared more than two biological groups. We employed parametric tests based on their high sensitivity, which helps mitigate the potential for false negatives that arise when non-normally distributed values are subjected to parametric tests. All data points for biological replicates are represented by dots, error bars represent standard error.

## Results

### Human TME components are depleted in GBM PDOXs upon in vivo passaging

To characterize the recapitulation of TME in preclinical models in vivo we studied PDOXs derived from aggressive high-grade gliomas. Up to date, we have derived a cohort of 46 PDOX models by intracranial implantation of patient-derived organoids (Fig. 1A, Additional file 1: Table S1). Our protocol is based on short-term cultures of patient tumor tissue fragments that form 3D organoids ex vivo [16]. Organoids are further implanted intracranially to form orthotopic xenografts in the brain. While use of NOD/SCID and NSG mice allows for higher engraftment rate, well-established models can be recapitulated also in nude mice with less immunodeficient background. We have previously shown that this protocol allows for an efficient recapitulation of histopathological and molecular features of patient tumors [18, 19, 49] (Additional file 2: Fig S1A-B), without a loss of cancer stem-like properties [23]. Our current cohort comprises 42 IDH wild-type GBMs and 4 IDH mutant high-grade astrocytomas. In-depth assessment of genetic and DNA methylation features in 39 models revealed diverse GBM profiles regularly observed in patients (Fig. 1B, Additional file 1: Table S1). While human tumor cells can be expanded in vivo by serial passaging, we hypothesized that human components of the TME are depleted upon orthotopic xenografting and are replaced by the equivalent mouse counterparts. As expected, flow cytometry confirmed depletion of these TME components already in the first PDOX generation (Fig. 1C). These results were consistent with our prior profiling of human and mouse cells in PDOXs [18, 19, 22]. They also underscore the challenges associated with preserving long-term human TME components within preclinical models.

**Fig. 1:**
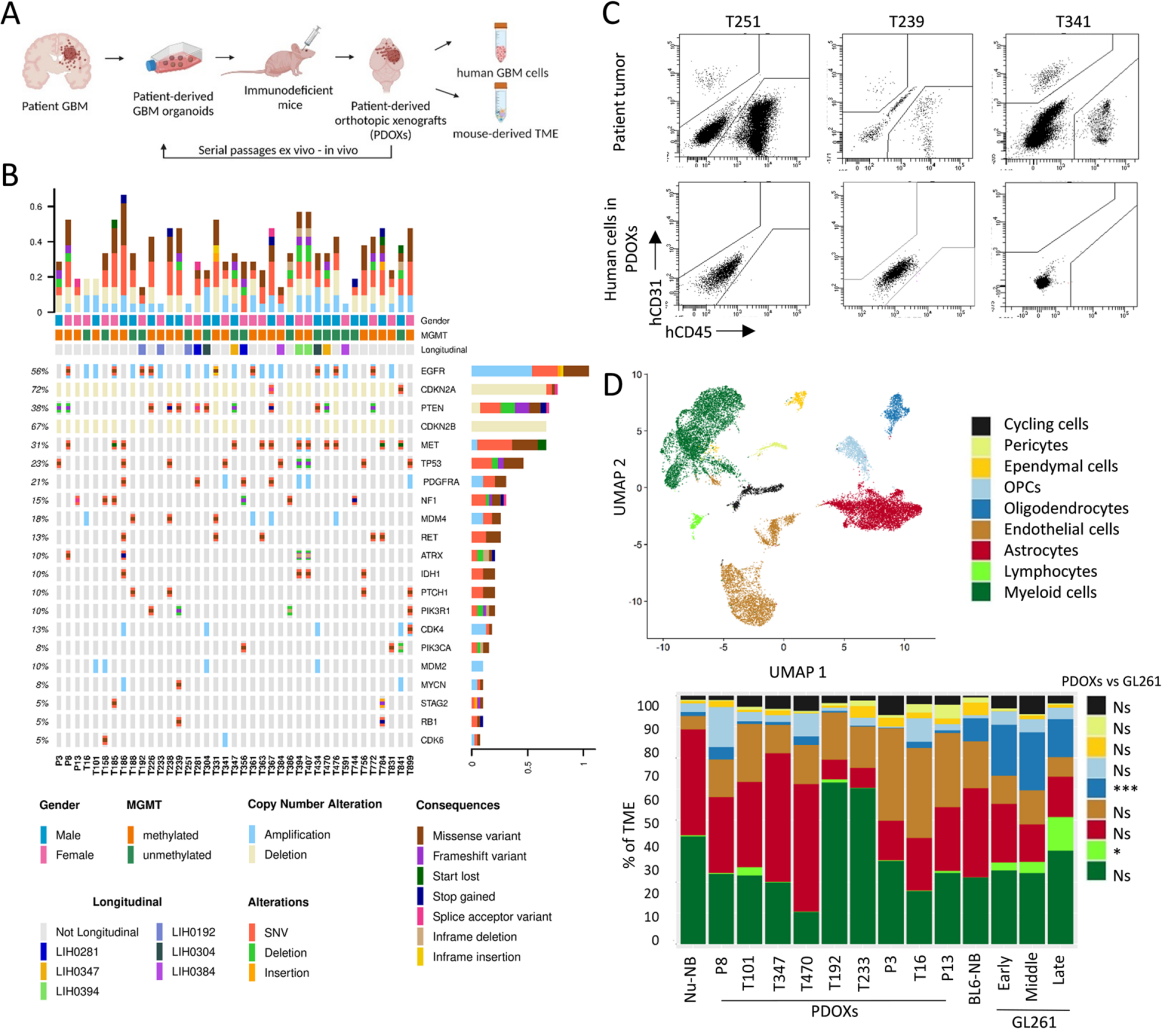
Composition of the mouse-derived TME in GBM PDOXs. **A** Schematic of the preclinical modeling of GBM tumors in PDOXs. Created with Biorender.com. See PDOX characteristics in Additional file 2: Fig S1 and Additional file 1: Table S1. **B** Oncoplot of glioma-specific somatic mutations, gene amplifications, and deep deletions in the PDOX cohort. Longitudinal PDOXs are highlighted with color. *MGMT* promoter methylation status in PDOX models in depicted. **C** Flow cytometric analysis showing depletion of human CD31^+^ endothelial cells and CD45^+^ immune cells upon xenografting. Examples are shown for 3 GBM patient tumors (single viable cells) and respective PDOXs models at the first passage (single viable human cells, characterized as GFP^neg^ population in GFP^+^ NOD/SCID mice). **D** Top: UMAP projection of scRNA-seq data showing the overall gene expression profile of TME cell types. scRNA-seq data combined the biological groups: nude mouse normal brain (Nu-NB), PDOXs (9 models), C57BL6/N mouse normal brain (BL6-NB), GL261 tumor (3 collection time points: early, middle, late). Bottom: Proportions of TME cell types across different tumors and normal brains. Statistical difference between PDOXs (*n* = 9) and GL261 (*n* = 3) was evaluated with two-tailed Student’s *t* test with Bonferroni correction (***p < 0.001, *p < 0.1); Cell types are color-coded; OPCs: oligodendrocyte progenitor cells

### scRNA-seq analyses identify major TME components in GBM PDOXs

Due to the depletion of human TME upon xenografting, we hypothesized that growth of human GBM cells in mouse brains is supported by diverse cell types of mouse origin forming the TME in GBM PDOX tumors. 

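Mouse-derived cells of 9 Drop-seq samples were analysed. Drop-seq captures single cells with barcoded beads in droplets, and the deposited files hold the number of unique molecular identifiers (UMIs) that the authors counted for each gene and cell barcode, without normalization. The samples are 7 PDOXs of untreated nude mice (P8, T101, T192, T233, P3, T16 and P13), 1 P3 PDOX of a mouse treated with temozolomide (TMZ) and 1 brain of a nude mouse without tumor (Nu-NB). A PDOX is a tumor grown in a mouse brain from patient-derived GBM organoids, so that tumor cells are human and cells of the tumor microenvironment are of the mouse. The T347 and T470 PDOXs, the GL261 tumors and the BL6/N brains were not analysed here. Nu-NB and P8 were sorted by FACS and the other 6 untreated PDOXs were depleted of human cells by MACS. The files of Nu-NB and P8 also name genes by an older release of gene symbols than the other 7 files. In all, 12580 symbols are in every file, 33274 are in at least 1 file, and 609 genes were found under a pair of symbols that never occur in the same file. The cell sort and the symbol release cannot be told apart, since they split the samples the same way.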

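Total UMIs per file were 1519323 in Nu-NB and between 1294068 and 8410580 in the 7 PDOXs, with a median of 3571688. Genes listed in every file were used, unless stated. Among the files with newer symbols, P3 had the fewest UMIs and the fewest genes listed (20171), and P13 the most of both (27240 genes). A gene may thus be missing from a file because it had no UMI there. Genes without a UMI in Nu-NB can be left out of the tests for this reason. The paper's filters were applied (at least 200 detected genes and at most 30% mitochondrial UMIs per cell), and the 5% of cells with the highest doublet score were left out of each sample, scored by scrublet in place of the paper's DoubletFinder. Cells of all samples were clustered together without batch correction, where the paper used Harmony, and clusters were named from lists of marker genes fixed before the data were examined, as were the comparisons, their tests and all alternatives but 1. Some tests of explanations were chosen later. The rule that turns these markers into names was not fixed beforehand and was revised after clusters and shares had been seen. Names carry the ending "-like", because they rest on these markers and not on the authors' labels. For tests of genes, the UMIs of all cells of one type were summed in each sample with at least 10 such cells, and the 7 PDOXs were compared with Nu-NB by edgeR's quasi-likelihood test at the paper's thresholds (FDR ≤ 0.01, |log2FC| ≥ 1). With 1 brain, the test takes the spread between brains to be that between PDOXs. Intervals and limits cover counting error only.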

To assess TME composition in an unbiased manner, we performed scRNA-seq on mouse-derived cells. PDOXs were derived by intracranial implantation of GBM organoids into nude mice, which have the least immunocompromised background compared to NOD/SCID and NSG strains. We selected nine genetically and phenotypically diverse models, which were derived from treatment-naïve and recurrent IDH wild-type GBMs (Fig. 1B, Additional file 1: Table S1, Additional file 2: Fig S1A) [18]. Four models represented longitudinal tumors derived from GBM patients prior and after standard-of-care treatment, which included radiotherapy and TMZ (LIH0347: T347/T470, LIH0192: T192/T233) [18]. All tumors were collected at endpoint, when tumors were fully developed. Tumor tissues were microdissected, following the previously evaluated MRI and histopathological features of each model, to ensure minimal contamination of healthy mouse brain. Mouse-derived cells of the TME were purified and processed by Drop-seq. 

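Of 27999 barcodes of the 7 PDOXs, 12763 passed both filters, between 818 in P3 and 2916 in P13 (median 1905). The median number of UMIs per cell was between 521 in T101 and 1303 in P13, with a median over the samples of 706, and the median number of detected genes was between 384.5 and 775 (median 474). Removal of likely doublets left 12125 PDOX cells. The count moved most when at least 500 detected genes per cell were asked for.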

In total we obtained 15,366 cells from nine PDOXs. The data were combined with the Pires-Afonso et al. dataset [24] of the TME of the GL261 syngeneic orthotopic GBM mouse model derived in C57BL6/N (BL6/N) wild-type mice (3 time points, 2492 cells in total). 

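In Nu-NB, 1868 of 2999 barcodes passed both filters and 1775 remained after the doublet step. The Nu-NB cells held a median of 542.5 UMIs and 351 detected genes, and 6.69% of the UMIs of its barcodes were mitochondrial.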

Normal brain controls were included for both mouse strains (1692 cells/nude brain, 1972 cells/BL6/N brain). Unsupervised clustering and uniform manifold approximation and projection (UMAP) analysis based on 21,522 cells and 24,067 genes in total, revealed nine major cellular clusters present in all samples (Fig. 1D, Additional file 1: Table S3). 

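Clustering of the 14622 cells kept from the 9 samples, on 2000 highly variable genes that left out the genes the paper names as results, gave 21 clusters. Those without a name, or with markers of more than 1 class, were clustered once more on their own, which gave 55 smaller clusters. The rule for a name was revised 4 times, with the shares of each sample in view, before the form used here. In the end, 4.66% of the cells lay in clusters with markers of more than 1 class (mixed) and 12.1% in clusters without a name. The mixed share was 0.0563% in Nu-NB and between 0.467 and 12.3% in the PDOXs (median 3.60%). The unnamed share was 5.18% in Nu-NB and between 3.40% in P8 and 45.0% in T101 (median 10.3%). Of the clusters without a name in the first clustering, 2 held a higher share of UMIs on processed pseudogenes than every named cluster. Their shares were 1.884 and 2.328%, against at most 1.318% in a named cluster. They are called led by processed pseudogenes only in this sense, since most of their UMIs lie on other genes. They had 1705 cells between them, 691 from T101 and none from Nu-NB or P8, the FACS-sorted samples with the older symbols. Of these cells, 169 lay in smaller clusters later named cycling-like.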

Cell clusters were identified based on the expression of cell type-specific markers (Additional file 2: Fig S2A) and included well-known components of the normal brain and GBM TME, such as astrocytes, endothelial and ependymal cells, pericytes, oligodendrocytes, and oligodendrocyte progenitor cells (OPCs), as well as immune cells (Fig. 1D). 

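Over the 9 samples, 4670 cells were myeloid-like, 2965 astrocyte-like, 2237 endothelial-like, 962 OPC-like, 619 mural (pericyte)-like, 142 ciliated ependymal-like, 104 choroid plexus-like, 124 fibroblast-like, 134 neuronal-like and 219 cycling-like. No cluster met the rule for oligodendrocytes, T or NK lymphocytes, B cells, neutrophils, erythrocytes or dendritic cells.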

All major cellular subpopulations were present in PDOXs, GL261, and normal brain controls. 

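Cells of the myeloid-like, endothelial-like, astrocyte-like, mural-like, ciliated ependymal-like, choroid plexus-like and cycling-like classes were found in Nu-NB and in 7 of 7 PDOXs. OPC-like cells were 0.338% of the cells in Nu-NB (6 cells) and up to 25.3% in P8, and in P3 there were 0 of 777 cells, which allows a share of up to 0.386% at a limit of 3 cells. Astrocyte-like cells made up 48.8% of Nu-NB (95% exact binomial interval 46.5 to 51.2%) and between 0.386% in P3 and 29.7% in P8 of the PDOXs (median 6.81%). The mural-like share was 0.901% in Nu-NB and 1.62 to 8.63% in the PDOXs (median 3.09%), above Nu-NB in each of them. For ciliated ependymal-like cells the shares were 0.394% in Nu-NB and 0.166 to 2.56% in the PDOXs, and for choroid plexus-like cells 0.901% in Nu-NB and 0.0552 to 1.41% in the PDOXs.

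**Figure D1:**
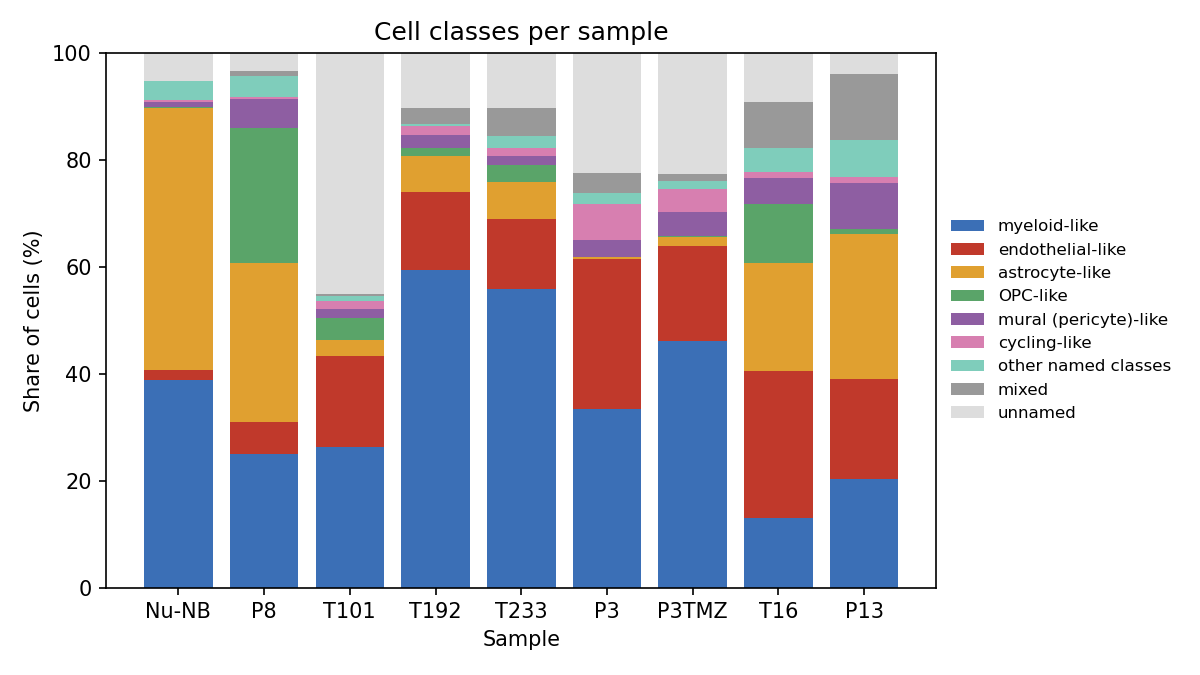
Percent of all kept cells in each class (vertical axis) in each of the 9 samples (horizontal axis). Astrocyte-like cells take 48.8% of Nu-NB and 29.7% or less of each PDOX.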

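Myeloid-like cells were 38.8% of the cells in Nu-NB (95% exact binomial interval 36.5 to 41.1%) and between 13.0% in T16 and 59.3% in T192 of the PDOXs, with a mean of 33.3% ± 17.7 (SD, n = 7) and a median of 26.3%. The Nu-NB share lay inside the range of the PDOXs. No other class of immune cells formed a named cluster in any sample.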

Similar to patients, myeloid cells constituted the major immune component in the PDOX and GL261 models. 

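Since no lymphocyte cluster was found, lymphocytes were counted cell by cell from their markers. Without thinning, UMIs of at least 2 T or NK lymphocyte markers were seen in 67 of 12125 PDOX cells, between 0.129 and 1.74% per PDOX (median 0.325%, highest in T101), in 0.0563% of the Nu-NB cells and in 0.0482% of the endothelial-like cells of the PDOXs, which should lack them. For B cells the shares were 0.495 to 3.20% per PDOX (median 0.731%), 0.282% in Nu-NB and 0.289% in endothelial-like cells. After each cell was thinned to 500 UMIs, so that depth was equal, 11 of 8635 PDOX cells met the T or NK rule and 36 the B cell rule.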

As expected, T lymphocytes were largely depleted and few functional B and NK cells were detected in PDOXs (Additional file 2: Fig S2B), while the majority of infiltrated lymphocytes in the GL261 TME were T and NK cells, with increased proportions upon tumor development (3.3–13.5%, Fig. 1D). 

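Oligodendrocytes did not form a cluster of their own in the samples analysed here. UMIs of at least 2 oligodendrocyte markers were seen in 0.129 to 1.77% of the cells of each PDOX without thinning (median 0.903%, highest in P13), in 0.169% of the Nu-NB cells, and in 0.0482% of endothelial-like cells. Thinned to 500 UMIs, 7 PDOX cells of 8635 remained.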

GL261 also displayed higher proportions of oligodendrocytes (15–23%) than PDOXs (0.15–3.3%). In accordance with our previous report [19], PDOXs with stronger angiogenic features (P13, T16, P3) had higher proportions of endothelial cells than more invasive PDOXs (Fig. 1D). 

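The endothelial-like share was 28.2% in P3, 27.5% in T16 and 18.7% in P13, a mean of 24.8% ± 5.26 (SD, n = 3), against 17.0% in T101, 14.7% in T192, 13.1% in T233 and 6.02% in P8, a mean of 12.7% ± 4.72 (SD, n = 4), and 1.97% in Nu-NB. The difference of 12.1 percentage points had p = 0.0286 in a two-sided exact permutation test over the 35 splits, which ranks splits by the size of the difference, and 0.0571 when the one-sided p is doubled. The angiogenic group is the one named in the paper's sentence on this same difference, in samples that include these. The p is thus not independent evidence. A figure legend of the paper calls the growth of P3 intermediate. The difference was 9.89 points with p = 0.1 in the same exact test among the 6 PDOXs sorted by MACS, where 0.1 is the smallest p that 3 against 3 allows. Leaving out each PDOX in turn gave 9.89 to 15.1 points. T192 and T233 come from the same patient, and with their mean as 1 value the difference was 12.5 points (exact permutation p = 0.1, again the smallest possible). Among the alternatives, the share of the cells that are not myeloid-like moved it most, to 8.24 points (exact permutation p = 0.4). Without the cells of clusters led by processed pseudogenes, an alternative chosen after seeing the data, the share was 31.5% in T101, above the 30.4% of T16 and 19.4% of P13, and the difference was 12.6 points (exact permutation p = 0.171).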

No correlation between histopathological features and the abundance of myeloid cells was observed (Fig. 1D, Additional file 2: Fig S1B).

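The myeloid-like share was 22.2% ± 10.3 (SD, n = 3) in the angiogenic and 41.6% ± 18.5 (SD, n = 4) in the invasive PDOXs. The difference of -19.4 percentage points had p = 0.229 in a two-sided exact permutation test over the 35 splits. It lay between -25.0 and -13.5 points when each PDOX was left out in turn, and among the 6 MACS-sorted PDOXs it was -25.0 points (exact permutation p = 0.2).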

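T192 and T233, from the same patient, had 59.3 and 55.9% myeloid-like cells, with 95% exact binomial intervals of 57.0 to 61.6% and 52.6 to 59.1%. The next highest PDOX was P3 at 33.3% (30.0 to 36.8%). Without the cells of clusters led by processed pseudogenes, the shares were 66.9% in T192, 62.7% in T233, 48.8% in T101 and 46.9% in P3. For astrocyte-like cells, T192 had 6.74% (5.63 to 8.00%) and T233 6.81% (5.27 to 8.63%). OPC-like cells differed, with 1.44% (0.940 to 2.10%) in T192 and 3.35% (2.29 to 4.72%) in T233, and choroid plexus-like cells were 0.0552% (1 cell) in T192 and 1.41% (0.750 to 2.39%) in T233.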

The TME composition exhibited a patient-specific trend, e.g., longitudinal models (LIH0347: T347/T470, LIH0192: T192/T233) showed similar cellular proportions, where PDOXs derived from the LIH0192 patient showed a high percentage of myeloid cells, whereas PDOXs of the LIH0347 patient were particularly abundant in astrocytes. This suggests a potential influence of the genetic background of tumor cells on the TME composition, as has been suggested in human GBMs [13]. Since mesenchymal GBMs were described to contain the highest proportions of myeloid cells, we examined transcriptomic heterogeneity of human GBM tumor cells in PDOXs. PDOXs with high myeloid content did not show an increased abundance of mesenchymal-like GBM tumor cells (Additional file 2: Fig S2C). We also did not observe major differences in the TME composition between PDOXs derived from treatment-naïve and recurrent GBMs. This can be explained by the fact that these models show similar genetic profiles at recurrence (Additional file 1: Table S1) [18] and do not display transcriptomic evolution toward the mesenchymal subtype (Additional file 2: Fig S2C).

We further assessed the ontogeny of cells with active cell cycle programs. Assessment of the expression of key cell cycle marker genes (e.g., *Top2a*, *Mki67*, Additional file 2: Fig S2D) revealed that cells with an active cell cycle gene expression program were in general clustered together in the “cycling cells” cluster, with an exception of cycling myeloid cells that were also identified in the original “myeloid cells” cluster. 

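Cycling-like clusters held 0.338% of the cells in Nu-NB (6 cells) and between 0.301% in P8 and 6.69% in P3 of the PDOXs (median 1.47%). P3 exceeded the other PDOXs, of which T192 was the highest with 1.77%. Of the 219 cycling-like cells, 169 came from the 2 unnamed clusters with the highest share of processed pseudogenes, of which Nu-NB and P8 had none.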

The “cycling cells” cluster was identified in all conditions ranging from 0.5 to 1.6% for normal brains and 1.7 to 7.5% for PDOXs and GL261 tumors (Fig. 1D) and was composed of different cellular entities (Additional file 2: Fig S2E). 

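Cells were also called cycling one by one, when after thinning to 500 UMIs they held UMIs of at least 2 of a fixed list of cell cycle markers, and cells with fewer UMIs were left out. By this rule 2.47% of the cells in Nu-NB (95% exact binomial interval 1.59 to 3.65%) and 2.62 to 10.3% in the PDOXs (median 7.31%) were cycling. All 7 PDOXs lay above Nu-NB, and in P8, the other FACS-sorted sample, the interval of 1.90 to 3.51% included the value of Nu-NB. With at least 3 markers asked for, T233 (1.21%) and P8 (1.52%) fell below Nu-NB (2.06%).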

Importantly, cells exhibiting active cell cycle gene expression profiles constituted a minor proportion within the cells in each cell type (Additional file 2: Fig S2F). The highest proportion of cycling cells was observed for pericytes (28%), ependymal cells (19.5%), and oligodendrocytes (14.5%). 

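By cell type, over the thinned cells of the 7 PDOXs together, the cycling share was 15.0% in mural (pericyte)-like cells (59 of 394 cells; 95% exact binomial interval 11.6 to 18.9%), 7.22% in OPC-like, 4.92% in endothelial-like, 0.454% in astrocyte-like, 1.61% in ciliated ependymal-like (2 of 124 cells) and 1.43% in choroid plexus-like cells. In myeloid-like cells it was 6.88% (170 of 2470 cells; 5.92 to 7.95%). The highest share outside the cycling-like clusters was that of the neuronal-like cells, 21.6% (22 of 102 cells). With 1 marker asked for in place of 2, the mural-like share was 28.2%, and with 3 it was 10.7%. Cells were pooled over samples of unequal size, so these shares are not means over PDOXs. Cells of the cycling-like clusters were kept as a class of their own and are left out of the shares by type. P13 held 239 of the 394 mural-like cells. In the 3 PDOXs with enough mural-like cells for a share of their own, it ran from 4.918 to 19.25% (median 15.25%). In endothelial-like cells it ran from 1.031 to 8.88% over the 7 PDOXs (median 2.725%).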

Cycling myeloid cells were investigated in the follow-up analyses.

In summary, the mouse-derived TME in PDOXs is composed of cellular types relevant to human GBM [4].

### TME subpopulations in PDOXs show transcriptional adaptation toward GBM-specific phenotypic states

As all relevant cell types were detected in the TME, we further tested to what extent murine TME cells in PDOXs are instructed by human GBM cells and acquire GBM-specific molecular profiles. To investigate the transcriptomic changes of each cell type, we compared identified cell population in GBM tumors with the corresponding cells in the naïve nude mouse brain. We detected pronounced transcriptomic differences across all the populations of the TME that were generally stronger than the changes observed in GL261 tumors when compared to normal BL6/N brain (Fig. 2A, Additional file 2: Fig S3A), thus indicating effective crosstalk between human GBM tumor cells and mouse-derived TME. 

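Sums of UMIs per sample were compared between the PDOXs and Nu-NB in 5 classes with at least 10 cells in Nu-NB and in at least 3 PDOXs. In myeloid-like cells, 1 of 9632 genes passed the thresholds by edgeR, a hemoglobin gene (*Hbb-bt*, log2FC -7.59, FDR = 1.47e-04) lower in 7 of 7 PDOXs, and 1867 had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 217 genes passed, 164 higher and 53 lower in PDOXs. Without P8, the only PDOX sorted as Nu-NB was, 47 genes passed by edgeR. In endothelial-like cells 0 of 6278 genes passed by edgeR (861 at an unadjusted p under 0.05) and 1 by DESeq2. In astrocyte-like cells, where P3 had too few cells, 0 of 5822 genes passed by edgeR (628 at an unadjusted p under 0.05) and 1 by DESeq2. With no filter on low counts 26 astrocyte-like genes passed, and 13 passed without P8. In mural-like cells 0 of 735 genes passed by either tool (90 by edgeR and 72 by DESeq2 at an unadjusted p under 0.05), and in choroid plexus-like cells 0 of 550 (30 and 12), where 17 passed by edgeR without P8, from the 2 PDOXs left. On simulated data of these sizes, edgeR recovered 51% of 200 genes changed 8-fold in myeloid-like cells, 14% in endothelial-like and 74.5% in astrocyte-like cells. DESeq2 recovered 85, 30 and 65.5%, more than edgeR in the myeloid-like and endothelial-like and less in the astrocyte-like setting. The changed genes were drawn only from the better expressed ones, so these rates do not cover genes with few UMIs.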

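Genes were also counted by whether every PDOX lay on the same side of Nu-NB. In myeloid-like cells 17.1% of the tested genes were higher than Nu-NB in 7 of 7 PDOXs and 30.3% were lower, where chance gives 12.5% each. The shares were 14.3 and 19.9% in astrocyte-like cells, where chance gives 14.3% for 6 PDOXs. In endothelial-like cells they were 31.3 and 37.0% and in mural-like cells 24.35 and 22.3%, where Nu-NB had 35 and 16 cells, so that 12.5%, which assumes similar depth, does not apply. A single brain that differs from other brains, or in depth, raises such shares as well. In a separate edgeR test of each PDOX against the other PDOXs, 47 genes passed the threshold for P8 and 10 for T101 in myeloid-like cells, and 0 for each of the other 5.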

The more prominent changes may result from the different tumor tissue structures between PDOXs and GL261. While PDOXs well recapitulate the cellular tumor niche with large areas of tumor-TME crosstalk, GL261 creates circumscribed tumors mostly representing the angiogenic niche with limited infiltration of brain-derived components of the TME, which remain high in the surrounding normal brain structures (Additional file 2: Fig S1A). 

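Of the genes that the paper names, 82 could be tested in myeloid-like cells, 66 in endothelial-like and 62 in astrocyte-like cells. Over all genes tested, 0 of them passed FDR ≤ 0.01 with |log2FC| ≥ 1 in any of these classes by edgeR. Adjusted over the list alone, 7 passed in myeloid-like cells, all higher in PDOXs (*Ccl4*, *Cxcl13*, *Spp1*, *Ccl3*, *S100a1*, *Cst7* and *Fn1*), and 0 in endothelial-like or astrocyte-like cells, where 3 and 15 had an adjusted p of at most 0.05. The paper chose the list on samples that include these, so this count is not independent evidence. OPC-like cells could not be tested, since Nu-NB had fewer than 10 of them.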

Transcriptomic adaptation was most pronounced in myeloid cells, endothelial cells, astrocytes, and OPCs (Additional file 1: Table S4). Myeloid cells in PDOXs displayed transcriptomic programs linked to cell migration, inflammation, and cytokine production (Fig. 2B). Furthermore, key “homeostatic” Mg genes including *P2ry12*, *Tmem119*, and *Gpr34* [50, 51] were downregulated (Fig. 2B). 

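In summed myeloid-like cells, *P2ry12* (chromosome 3 from 59216272 to 59262871 of GRCm38, the build the authors mapped to as mm10) had 963 ± 497 counts scaled to the total of each sample (CPM; SD, n = 7) in PDOXs and 3960 CPM in Nu-NB, from 1573 UMIs. Its log2FC was -1.86 (standard error 0.510, FDR = 0.101 by edgeR). For *Tmem119* (chromosome 5 from 113793729 to 113800516) the values were 198 ± 86.9 CPM (SD, n = 7) and 869 CPM, a log2FC of -1.96 (standard error 0.462, FDR = 0.0866 by edgeR). *Gpr34* (chromosome X from 13632089 to 13640858) had 567 ± 284 CPM (SD, n = 7) and 2354 CPM, a log2FC of -1.86 (standard error 0.587, FDR = 0.132 by edgeR). Each of the 3 genes was lower than Nu-NB in 7 of 7 PDOXs, and adjusted over the list alone their p-values were 0.0148, 0.0101 and 0.0293. *Cx3cr1* was lower in 7 of 7 PDOXs as well, with a log2FC of -1.51 (FDR = 0.116 by edgeR).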

In parallel, myeloid cells overexpressed GBM-specific TAM markers such as *Spp1* (Osteopontin), *Fn1*, *Cst7*, and *Ch25h* pointing toward reciprocal crosstalk with GBM cells and transition to TAMs. 

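*Spp1* (chromosome 5 from 104435118 to 104441050 of GRCm38) had 6441 ± 4190 CPM (SD, n = 7) in the summed myeloid-like cells of the PDOXs, from 1407 in T101 to 13245 in P3, and 20.1 CPM in Nu-NB, from 8 UMIs. Its log2FC was 8.53 (standard error 1.61, FDR = 0.0781 by edgeR), and the ratio of means had a 95% counting interval of 162 to 741. *Cst7* (chromosome 2 from 150570415 to 150578944) had 791 ± 462 CPM (SD, n = 7) against 15.1 CPM, a log2FC of 5.92 (standard error 1.32, FDR = 0.0823 by edgeR). *Fn1* (chromosome 1 from 71585520 to 71653200) had 430 ± 279 CPM (SD, n = 7) and no UMI in Nu-NB, and was at least 56.9-fold higher in PDOXs at a floor of 3 counts in Nu-NB. *Ch25h* (chromosome 19 from 34473778 to 34475164) had 410 ± 311 CPM (SD, n = 7) against 1 UMI in Nu-NB, a ratio with a counting interval of 29.2 to 6429. The 4 genes were higher than Nu-NB in 7 of 7 PDOXs, and 0 of them passed FDR ≤ 0.01 over all genes by edgeR.

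**Figure D2:**
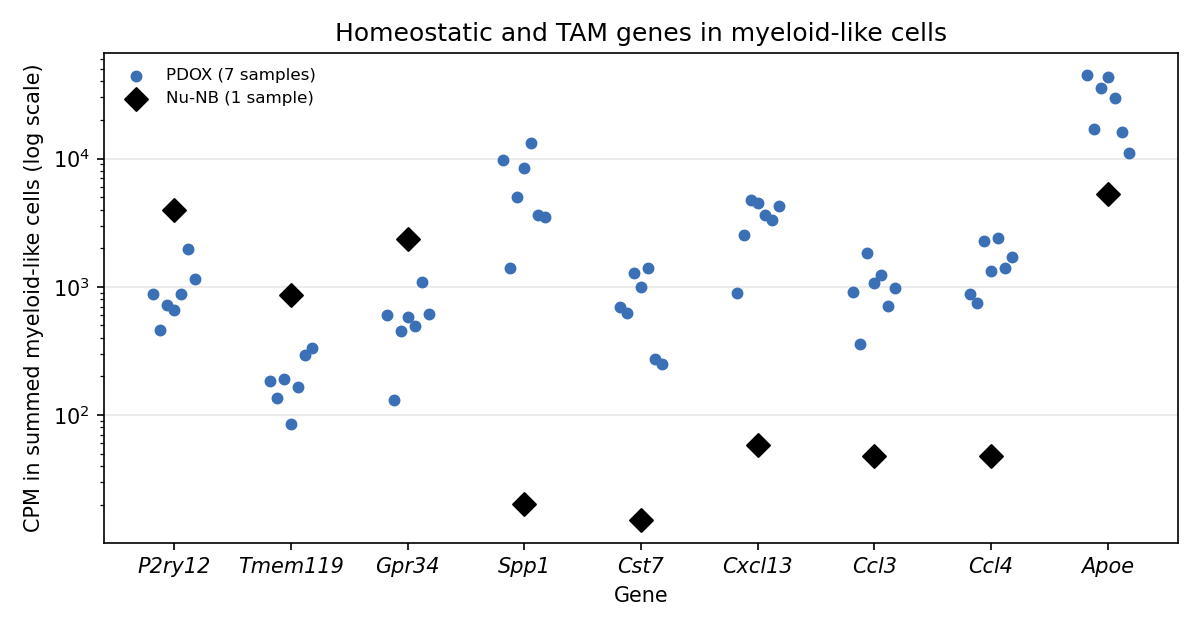
CPM of homeostatic and TAM genes in the summed myeloid-like cells of each sample (vertical axis, log scale). *Spp1* sits at 20.1 CPM in Nu-NB and at 1407 CPM or more in each PDOX.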

We confirmed myeloid cell adaptation across the PDOX and GL261 models by qPCR of FACS-sorted CD11b^+^ cells (Additional file 2: Fig S3B).

**Fig. 2:**
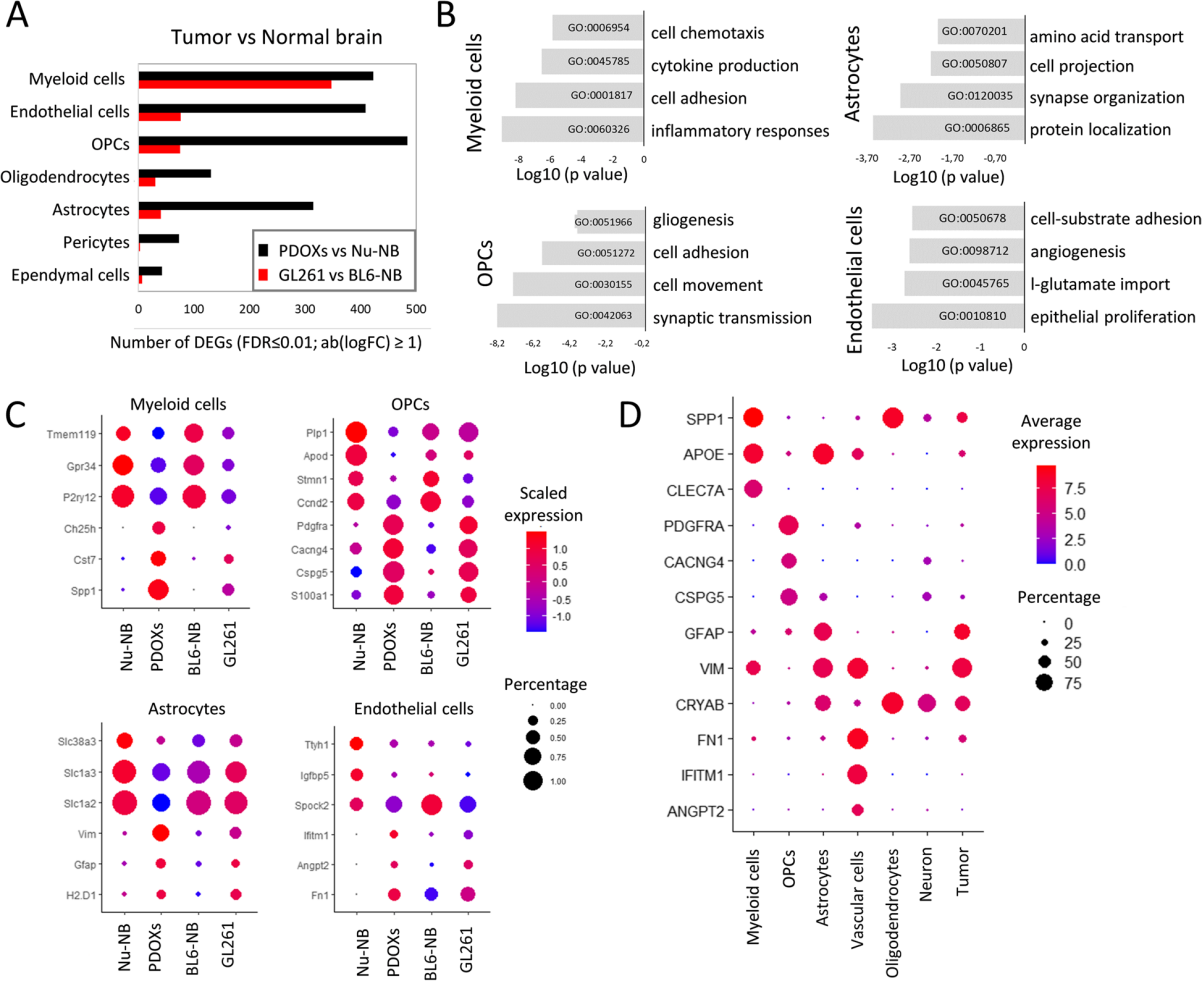
Transcriptomic adaptation of GBM-educated TME subpopulations in PDOXs. **A** Differentially expressed genes (DEGs) between the TME of PDOX and GL261 versus corresponding normal brains in identified cell types (FDR ≤ 0.01, |log_2_FC|≥ 1, Wilcoxon rank sum test with Benjamini–Hochberg correction). **B** Top four gene ontology terms characterizing DEGs in PDOX versus Nu-NB. **C** Gene expression levels of exemplary DEGs for distinct cell types in four biological groups: nude mouse brain (Nu-NB), PDOXs (9 models combined), C57BL6/N mouse normal brain (BL6-NB), GL261 tumor (3 time points combined). **D** Expression levels of exemplary markers in distinct cell types detected and annotated in human GBM tumors by Darmanis et al. [35]

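Of 287 genes that the paper's Table S4 lists as higher in PDOX myeloid cells, 130 (45.3%) have a symbol that is not in the file of Nu-NB, and none of these 130 is in the file of P8 either. For endothelial cells the numbers were 157 of 304 and for astrocytes 93 of 186. Among the genes listed as higher that could be tested, the log2FC from summed UMIs was positive in 157 of 157 in myeloid-like, 147 of 147 in endothelial-like and 79 of 89 in astrocyte-like cells. Among those listed as lower it was negative in 107 of 107, 46 of 57 and 97 of 97. The table was made from samples that include these, so the directions are not independent evidence. In 17 cases for myeloid cells, the older symbol of a gene is listed as lower and its newer symbol as higher, as for *4632428N05Rik* and *Vsir*. The Wilcoxon test of the paper took cells as replicates.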

Interestingly, other cell types within the PDOX TME also activated biological processes linked to phenotypic states in GBM. For example, OPCs activated programs of tissue inflammation and regeneration (e.g., *Pdgfra, Cspg4, Cspg5, Cacng4,* Fig. 2B,C, Additional file 2: Fig S3C), while astrocytes expressed genes linked to metabolic processes and cellular shape, suggesting ongoing reactive gliosis (e.g., upregulated *Gfap* and *Vim*, downregulated *Slc1a2* and *Slc1a3*, Fig. 2B,C, Additional file 2: Fig S3D). 

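Nu-NB had 6 OPC-like cells, too few for a test, so OPC values are given as they are. *Cspg4* had 577 ± 219 CPM (SD, n = 6) in PDOXs and 316 CPM in Nu-NB, from 1 UMI. *Cspg5* had 2091 ± 488 CPM (SD, n = 6) and 632 CPM, from 2 UMIs. *Pdgfra* had 1161 ± 537 CPM (SD, n = 6) and 1265 CPM, from 4 UMIs. A difference in these 3 genes was not detectable at this depth. In astrocyte-like cells, *Gfap* (chromosome 11 from 102887336 to 102900912 of GRCm38) had 961 ± 733 CPM (SD, n = 6) in PDOXs and 45.9 CPM in Nu-NB, a log2FC of 4.19 (standard error 1.07, FDR = 0.378 by edgeR). *Vim* (chromosome 2 from 13573927 to 13582826) had 1335 ± 1637 CPM (SD, n = 6) against 45.9 CPM, a log2FC of 4.73 (standard error 1.38, FDR = 0.378 by edgeR). Both were higher than Nu-NB in 6 of 6 PDOXs. *Slc1a2* had a log2FC of -0.69 (standard error 0.473, FDR = 0.595 by edgeR) and *Slc1a3* of -0.49 (standard error 0.459, FDR = 0.701 by edgeR), and both were lower than Nu-NB in 6 of 6 PDOXs.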

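In endothelial-like cells, where Nu-NB had 35 cells, *Vim* had 1157 ± 446 CPM (SD, n = 7) in PDOXs and 357 CPM in Nu-NB, a log2FC of 2.54 (FDR = 0.264 by edgeR), and *Igfbp7* 4567 ± 1866 CPM (SD, n = 7) and 1666 CPM, a log2FC of 2.31 (FDR = 0.294 by edgeR). Both were higher in 7 of 7 PDOXs. *Angpt2* had 142 ± 99.2 CPM (SD, n = 7) in PDOXs and no UMI in Nu-NB, which allows up to 178 CPM there. For the cell cycle genes *Mki67* and *Top2a* the values were 120 ± 115 and 175 ± 191 CPM (SD, n = 7) in PDOXs, with no UMI in Nu-NB, so that a difference was not detectable at this depth. *Pecam1* had 650 ± 143 CPM (SD, n = 7) in PDOXs and 1250 CPM in Nu-NB, lower in 7 of 7, and a log2FC of -0.11 (FDR = 0.932 by edgeR). The log2FC are scaled by TMM and lie above the log2 ratios of the CPM beside them.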

In agreement with our previous study [19], endothelial cells displayed an activated and proliferative phenotype associated with angiogenesis (Fig. 2B,C, Additional file 2: Fig S1B). We detected similar profiles in corresponding TME subpopulations of human GBM tumors (*n* = 3589 cells from 4 IDHwt GBMs [35], Fig. 2D). Altogether, these results point toward GBM-specific transcriptomic adaptations of myeloid cells and the main TME components in PDOXs.

### GBM-educated myeloid cells in PDOXs are largely of microglial origin

The abundance of myeloid cells was further confirmed by Iba1^+^ staining in PDOX tumors at the endpoint of tumor growth (Fig. 3A, Additional file 2: Fig S1B). While normal brains of nude mice showed Iba1^+^ myeloid cells with morphology corresponding to “surveilling” ramified Mg, GBM tumors in PDOXs displayed TAMs with different morphologies. The cellular tumor was in general occupied by Iba1^+^ TAMs showing amoeboid or hyper-ramified morphology. Tumors displaying less-invasive growth showed a gradient of TAM phenotypes, from ramified and hyper-ramified phenotypes at the invasive front toward amoeboid TAMs in the tumor center. Myeloid cells with macrophagocytic morphology were especially present in areas of pseudopalisading necrosis (PDOXs P13, T16). In these models, we observed a notable accumulation of TAMs at the tumor border. A pronounced accumulation of TAMs was also detectable at a much sharper delineated GL261 tumor border (Fig. 3A). Tumor showing invasive growth without a distinct tumor border showed more uniform, diffuse infiltration and activation of myeloid cells toward amoeboid states. Notably, certain resting and hyper-ramified morphologies remained detectable, particularly at the invasive front, in areas marked by lower tumor cell density (e.g., PDOXs P8 Fig. 3A; PDOXs T101, T192 Additional file 2: Fig S1B).This was in agreement with increased presence of amoeboid Iba1^+^ cells concomitant with increased tumor cell density upon tumor growth over time in mice (Fig. 3B).

**Fig. 3:**
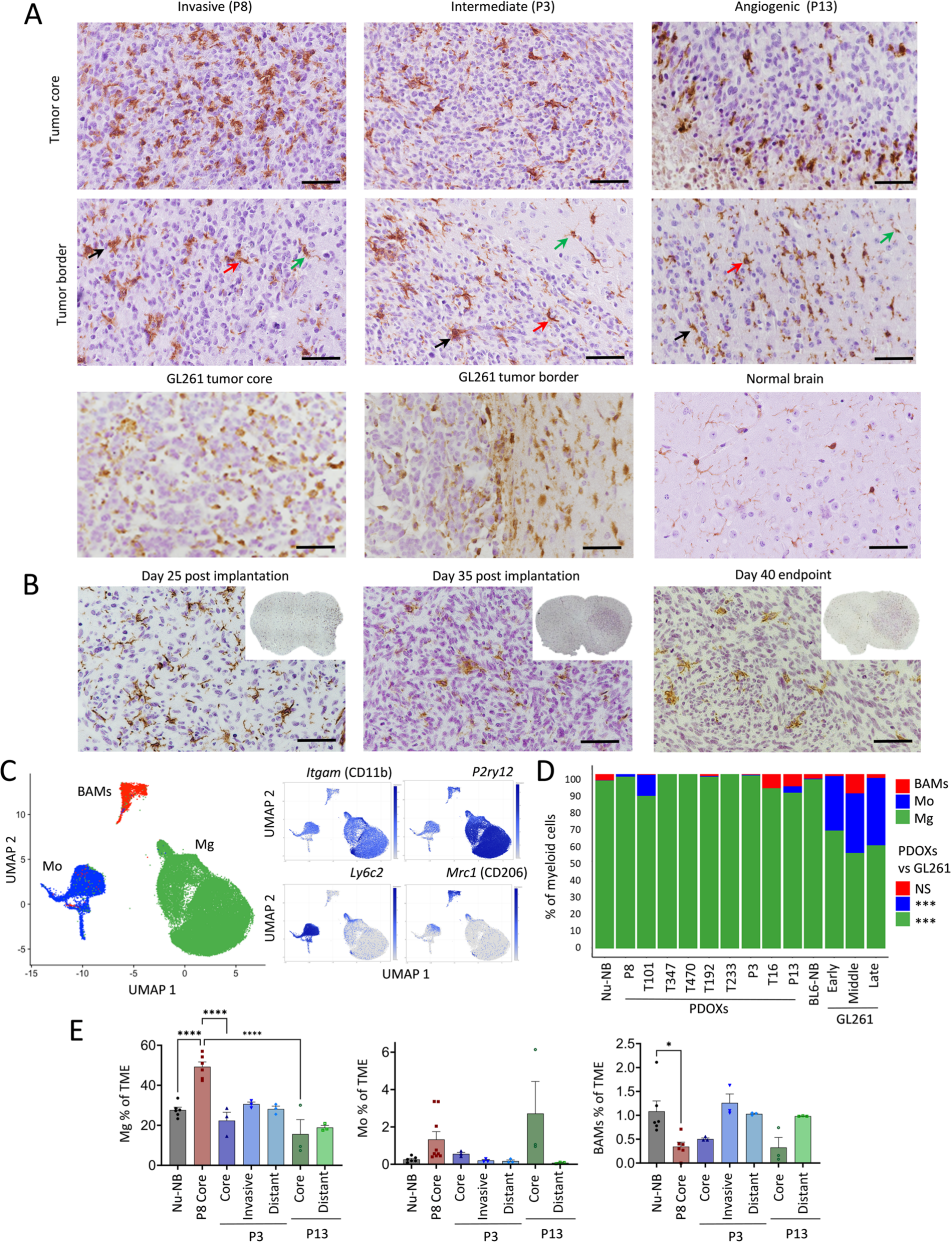
Ontogeny of GBM-educated myeloid cells. **A** Representative Iba1 staining in PDOXs depicting myeloid cells in invasive (PDOX P8), intermediate (PDOX P3), and angiogenic (PDOX P13) tumor growth, normal nude brain, and GL261 tumor. Tumor core and tumor border zones are highlighted. Arrows indicate examples of ramified (green), hyper-ramified (red), and amoeboid (black) myeloid cells. Scale bar: 50 µm. Sections were co-stained with hematoxylin. See more examples in Additional file 2: Fig S1B. **B** Representative Iba1 staining representing myeloid cells in PDOX P3 at different stages of tumor growth. Inserts represent sections of the entire mouse brains. Sections were co-stained with hematoxylin to visualize tumor cell density. **C** UMAP projection of reference-based mapping of myeloid cells from TME of GBM PDOXs and GL261 tumors and respective normal brains. Three myeloid cell entities were identified: microglia (Mg), peripheral monocyte-derived cells (Mo), and border-associated macrophages (BAMs). Inserts show expression of marker genes: pan-myeloid: *Itgam* (CD11b), Mg: *P2ry12*, Mo: *Ly6c2*, BAMs: *Mrc1* (CD206). The color gradient represents expression levels. **D** Proportions of myeloid cell subpopulations in nude mouse normal brain (Nu-NB), PDOXs (9 models), C57BL6/N mouse normal brain (BL6-NB), GL261 tumors (3 collection time points: early, middle, late). Statistical difference between PDOXs (*n* = 9) and GL261 (*n* = 3) was evaluated with two-tailed Student’s *t* test with Bonferroni correction (***p < 0.001). **E** Flow cytometry-based quantification of CD45^+^CD11b^+^Ly6G^−^Ly6C^−^CD206^−^ Mg, CD45^+^CD11b^+^Ly6G^−^Ly6C^+^CD206^−^ Mo and CD45^+^CD11b^+^Ly6G^−^Ly6C^−^CD206^+^ BAMs in the Nu-NB and PDOX P3, P8, and P13 TME. For PDOXs P3 and P13 invasive zone and distant normal brain areas were also collected (*n* ≥ 3 mice/condition, mean ± SEM, one-way ANOVA with Tukey's HSD correction, ****p < 0.0001, *p < 0.05). See gating strategy in Additional file 2: Fig S4D

Due to pronounced heterogeneity within the TME, we hypothesized that myeloid cells in PDOXs are composed of cells of different ontogeny and phenotypic states. To examine the ontogeny of myeloid cells, we combined our dataset with previously published scRNA-seq data of myeloid cells in GL261 tumors, which assigned the ontogeny of TAMs to Mg, Mo, and BAMs based on transcriptomic profiles [7, 8, 24] (Fig. 3C,D, Additional file 2: Fig S4A-C). 

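Myeloid-like cells were clustered again, and 32 subclusters were named from fixed markers of microglia (Mg), monocyte-derived cells (Mo) and border-associated macrophages (BAMs), where the paper used a published reference that was not analysed here. Microglia-like cells were 92.9% of the myeloid-like cells in Nu-NB (640 of 689 cells) and between 59.6% in T101 and 86.0% in T192 of the PDOXs, with a median of 76.0%. Subclusters without a name held 0.726% in Nu-NB and between 2.79 and 26.6% in the PDOXs (median 9.96%), which bounds how high the microglia-like share can be.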

Referencing PDOX myeloid cells to Ochocka et al. [7] dataset confirmed a high abundance of Mg (81–100%) and a low proportion of Mo (0–19%) and BAMs (0–8%). 

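In P13, monocyte-derived-like cells were 12.0% of the myeloid-like cells (67 of 560; 95% exact binomial interval 9.39 to 14.9%) and BAM-like cells 3.57% (20 cells; 2.20 to 5.46%). T101 had 37.6% monocyte-derived-like cells (148 of 394; 32.8 to 42.6%) and no BAM-like cell, which allows up to 0.761% at a limit of 3 cells. In Nu-NB the shares were 3.05% (21 cells) and 3.34% (23 cells). T16 had 11.8% BAM-like cells (31 of 263; 8.15 to 16.3%).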

P13 PDOX with pronounced angiogenic features showed a higher proportion of Mo and BAMs (7 and 5% respectively), although rare Mo were also present in invasive T101 PDOX. In contrast, GL261 tumors contained notably more Mo (Fig. 3D). Flow cytometry confirmed high proportions of Mg in the PDOX TME compared to Mo and BAMs (Fig. 3E, Additional file 2: Fig S4D-E). While BAM proportions showed a trend toward decreased proportions in the tumor cores, we observed higher levels, although not significant, of Mo in the tumor cores compared to other brain areas in PDOXs and normal brain. It was accompanied by increased levels of neutrophils and lymphocytes in tumor cores of PDOX P13 (Additional file 2: Fig S4F) suggesting that peripheral immune cell infiltration in PDOXs is very low and is limited to the tumor regions with highly disrupted blood–brain barrier.

Of note, we revealed major differences across GL261 datasets, with Ochocka et al. [7] and Pires-Afonso et al. [24] datasets containing 26–32% Mo, whereas Pombo-Antunes et al. [8] dataset carrying more than 78% Mo, according to the different adopted cell isolation strategies (Additional file 2: Fig S4C). In fact, within the first two studies, myeloid cells were isolated at also early stages of tumor development from a larger part of the tumor-containing hemisphere, whereas in Pombo-Antunes et al., cells were extracted at the endpoint and specifically from the tumor center. This highlights that Mg/Mo proportions depend on the sampling approach, suggesting diverse spatial locations in the tumor and adjacent brain regions.

### Mg-derived TAMs display heterogeneous transcriptional programs

We further hypothesized that cells of Mg, Mo, and BAMs origin adapt their transcriptome toward GBM-specific states in PDOXs. To interrogate the phenotypic heterogeneity of myeloid cells in normal brain and tumors of different histopathological features, we next took advantage of our unique dataset containing normal brain and TME from PDOXs and GL261. To avoid batch effects arising from different scRNA-seq technologies, we performed reference-free analysis of our in-house Drop-seq dataset on the myeloid compartment, containing Mg, Mo, and BAMs. The analysis stratified myeloid cells into nine phenotypic states: Mg formed seven phenotypic clusters (CL0-6), whereas CL7 and CL8 displayed transcriptional profiles of Mo and BAMs, respectively (Fig. 4A–C, Additional file 1: Table S5). 

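The lists of genes that the paper's Table S5 gives for each state were tested as sets between PDOXs and Nu-NB in the summed myeloid-like cells, by limma's camera with a preset correlation of 0.01 between genes. The lists of both homeostatic states were lower in PDOXs (CL0, median log2FC -1.11, adjusted p = 1.44e-10; CL1, median -1.12, adjusted p = 2.36e-09), with 23 of 23 tested CL1 genes lower. Lists of CL2 (median log2FC 2.23, adjusted p = 6.05e-13), CL3 (median 2.17, adjusted p = 8.56e-16), CL5 (median 1.49, adjusted p = 7.11e-13), CL6 (median 0.89, adjusted p = 1.76e-05) and CL7 (median 1.91, adjusted p = 1.85e-25) were higher. CL4 (median 0.45, adjusted p = 0.0881) and CL8 (median 0.02, adjusted p = 0.239) did not pass. With the functional signatures, 11 of 16 lists passed an adjusted p of 0.05 by limma's camera. By fry, which estimates the correlation between genes, 6 held (CL1, CL2, CL3, CL5, CL7 and the migration signature), and 0 held by limma's camera with an estimated correlation. The study chose the Table S5 lists on cells that include these, so they are not independent evidence.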

PDOXs showed pronounced transitions toward heterogeneous Mg states, although with variable proportions (Fig. 4B). 

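A score was computed for each list in the summed myeloid-like cells of each sample, as the mean log2(CPM + 1) of its genes minus that of 10 control genes of similar expression per gene. The CL2 score was -1.60 in Nu-NB and 0.162 ± 0.566 (SD, n = 7) in the PDOXs, between -0.504 and 0.790. The CL3 score was -1.43 in Nu-NB and 0.128 ± 0.519 (SD, n = 7) in the PDOXs, between -0.532 and 0.775. Both were higher than Nu-NB in 7 of 7 PDOXs, with a range among PDOXs smaller than the gap between Nu-NB and the PDOX mean.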

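The score of the genes that the paper lists for CL0 was 1.69 in Nu-NB and -0.157 ± 0.418 (SD, n = 7) in PDOXs, and that for CL1 was 1.58 and -0.103 ± 0.442 (SD, n = 7). In microglia-like cells alone, *P2ry12* had 4141 CPM in Nu-NB and between 574 CPM in T101 and 2171 CPM in T16 of the PDOXs, and *Tmem119* had 912 CPM in Nu-NB and between 87.6 CPM in T233 and 361 CPM in P13. The homeostatic Mg signature of Table S7 had a median log2FC of -0.81 over 35 genes, 27 of them lower. It was called by limma's camera, but not by fry or by camera with an estimated correlation between genes.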

Homeostatic Mg (Ho-Mg), highly enriched in the normal brain, grouped into two clusters (CL0-1), with CL1 showing lower expression levels of homeostatic genes (e.g., *P2ry12*, *Tmem119*, *Gpr34*, Fig. 4C). Importantly, this was not the result of Mg activation via enzymatic digestion, since the markers of enzymatically activated Mg (e.g., *Erg1*, *Fos* [52]) were expressed by a subset of Ho-Mg in CL0 (Additional file 2: Fig S5A). 

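The files list *Egr1*, a gene that the paper writes as *Erg1*. In myeloid-like cells thinned to 500 UMIs, *Egr1* was seen in 20.8% of the cells in Nu-NB and in 8.98 to 39.9% in the PDOXs (median 19.7%), with a median of 2.51% in endothelial-like cells of the PDOXs. *Fos* was seen in 18.4% in Nu-NB and in 12.1 to 34.2% in the PDOXs (median 22.1%), with 5.72% in endothelial-like cells. In summed myeloid-like cells the log2FC was 0.10 for *Egr1* (FDR = 0.956 by edgeR) and 0.05 for *Fos* (FDR = 0.973 by edgeR), and 2 of 7 PDOXs lay above Nu-NB for either gene. The enzymatic activation signature of Table S7 was higher in PDOXs, with a median log2FC of 0.65 over 23 genes (adjusted p = 0.0154 by limma's camera) and a higher score in 6 of 7 PDOXs, a call that did not hold by fry.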

Five phenotypic states were observed to be enriched in Mg-derived TAMs (Mg-TAMs, CL2-6) (Fig. 4A–C, Additional file 1: Table S5). These included classical pro-tumorigenic Mg-TAMs, which were present at the highest levels in CL2 and CL3, and were high for, e.g., *Spp1*, *Cst7*, *Cxcl13*, and *Apoe* (Fig. 4C). Among these two groups, CL3 presented higher cytokine expression levels (*Ccl3, Ccl4*), suggesting stronger secretory properties and education by GBM when compared with CL2. 

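The share of myeloid-like cells with UMIs of both *Spp1* and *Cst7*, thinned to 500 UMIs, was 0 of 327 cells in Nu-NB, which by its 95% exact binomial interval allows up to 1.12%. In the PDOXs it was 34.6% in P3, 30.0% in T233, 24.6% in T192, 20.1% in P8, 7.76% in T101, 3.26% in P13 and 2.53% in T16. Double-positive and double-negative cells were compared within each of the 4 PDOXs with at least 20 cells on either side (P8, T192, T233 and P3), by an exact sign-flip test over samples whose smallest p is 0.125, over 30 genes. *Apoe* was higher in double-positive cells in 4 of 4 PDOXs, with a mean log2 ratio of 0.91 ± 0.57 (SD, n = 4; exact p = 0.125, adjusted p = 0.417). *Cxcl13* was higher in 2 of 4, with a mean log2 ratio of 0.10. Over all myeloid-like cells, *Cxcl13* had 3411 ± 1340 CPM (SD, n = 7) in PDOXs and 57.9 CPM in Nu-NB (log2FC 6.09, FDR = 0.0617 by edgeR, higher in 7 of 7), and *Apoe* 28170 ± 13623 CPM (SD, n = 7) and 5249 CPM (log2FC 2.64, FDR = 0.160 by edgeR, higher in 7 of 7).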

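*Ccl3* had 1015 ± 460 CPM (SD, n = 7) in the summed myeloid-like cells of the PDOXs and 47.8 CPM in Nu-NB, a log2FC of 4.61 (standard error 0.918, FDR = 0.0823 by edgeR). *Ccl4* had 1540 ± 645 CPM (SD, n = 7) and 47.8 CPM, a log2FC of 5.21 (standard error 0.900, FDR = 0.0617 by edgeR). Both were higher in 7 of 7 PDOXs. Between double-positive and double-negative cells for *Spp1* and *Cst7*, *Ccl3* was higher in 1 of 4 PDOXs (mean log2 ratio -0.26) and *Ccl4* in 2 of 4 (mean log2 ratio 0.32). The states CL2 and CL3 were not rebuilt, so they were not compared with each other.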

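*Rps12* (chromosome 10 from 23785183 to 23787275 of GRCm38) and *Rpl17* (chromosome 18 from 74998558 to 75003381) encode ribosomal proteins. In summed myeloid-like cells, *Rps12* had 1172 CPM in P8 and 355 CPM in Nu-NB, and 25.9 CPM or less in the other 7 samples. *Rpl17* had 654 CPM in P8 and 251 CPM in Nu-NB, and 39.0 CPM or less in the other 7 samples. P8 and Nu-NB are the samples whose files use the older gene symbols. Of 78 ribosomal protein genes listed in every file, 21 were over 4-fold higher in both of these samples than in each of the other 7, and 0 were over 4-fold lower.

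**Figure D3:**
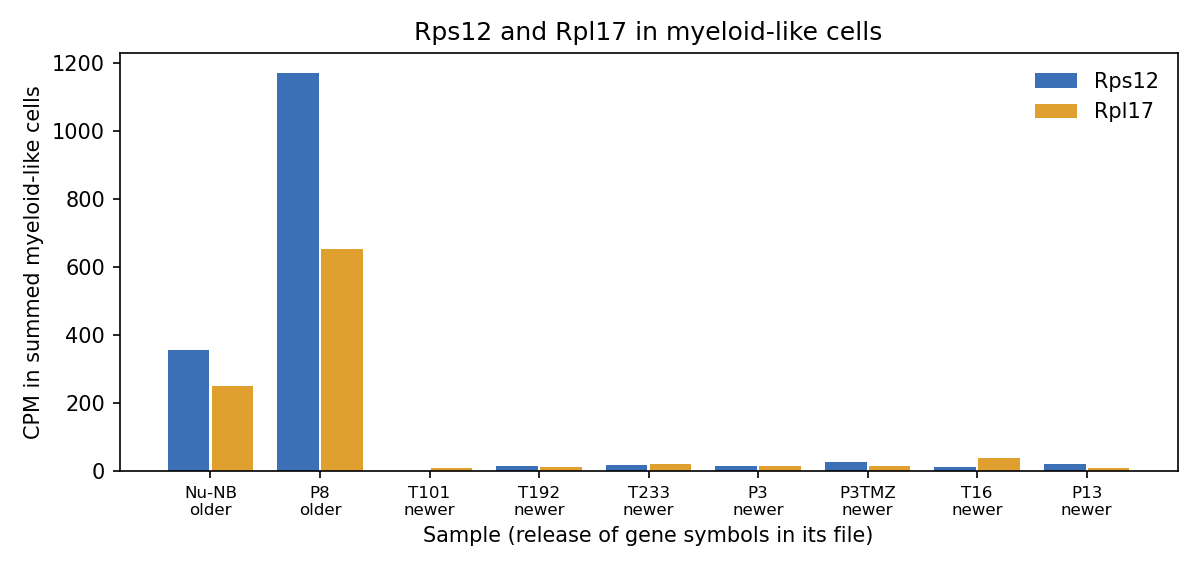
CPM of *Rps12* and *Rpl17* in the summed myeloid-like cells of each sample (vertical axis), with the release of gene symbols in its file. Both genes sit at 39.0 CPM or less in each sample with newer symbols.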

Subset of CL3 cells showed also high transcriptional activity (e.g., *Rpl17*, *Rps12*, Additional file 2: Fig S5A). 

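*Ptprc*, which encodes CD45, had 864 ± 272 CPM (SD, n = 7) in summed myeloid-like cells of the PDOXs and 670 CPM in Nu-NB, higher in 5 of 7 PDOXs (log2FC 0.57, FDR = 0.563 by edgeR). Within PDOXs, double-positive cells for *Spp1* and *Cst7* had a mean log2 ratio of 0.07 for *Ptprc* over double-negative cells, higher in 2 of 4. *P2ry12* and *Tmem119* were lower in double-positive cells in 4 of 4 PDOXs, with mean log2 ratios of -1.26 ± 0.52 and -1.53 ± 1.34 (SD, n = 4; exact sign-flip p = 0.125 for either, the smallest possible, and 0.417 after adjustment over 30 genes).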

As expected, CL3 Mg-TAMs showed higher *Ptprc* (CD45) expression and lower levels of homeostatic Mg genes (Additional file 2: Fig S5A). This is reminiscent of the decrease of homeostatic genes in reactive Mg, known to occur in the GBM TME, but also under inflammatory and neurodegenerative conditions [53–56]. Mg transition toward CD45^high^ and CCR2^+^ TAM states in the tumor core was further detected by flow cytometry (Fig. 4D). While Mg in distant brain areas (PDOXs P3, P13) resembled normal brain characteristics, the invasive niche (PDOX P3) showed partial activation of Mg toward Mg-TAMs.

**Fig. 4:**
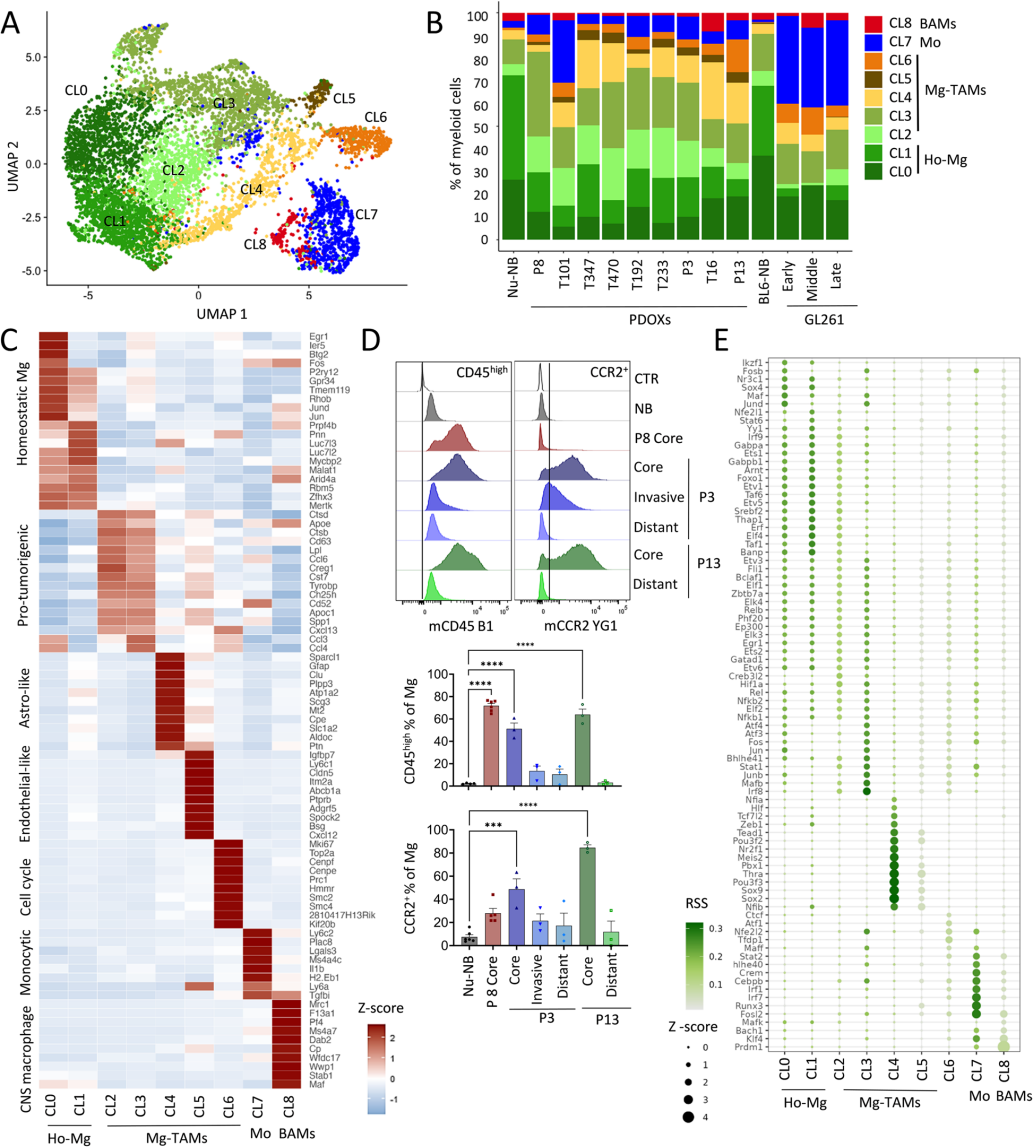
GBM-driven activation of Ho-Mg toward heterogeneous Mg-TAMs. **A** UMAP plot showing clusters of myeloid cells in PDOXs, GL261, and normal brain controls revealing nine distinct clusters (CL). CL0-6 represent microglia (Mg), CL7 peripheral monocyte-derived cells (Mo), CL8 border-associated macrophages (BAMs). **B** Proportions of cells assigned to nine clusters of myeloid cells in nude mouse normal brain (Nu-NB), PDOXs (9 models), C57BL6/N mouse normal brain (BL6-NB), GL261 tumor (3 collection time points: early, middle late). CL0-1: homeostatic Mg (Ho-Mg), CL2-6: Mg-derived tumor-associated macrophages (Mg-TAMs), CL7: Mo, CL8: BAMs. **C** Discriminative marker genes for each myeloid state (row *z*-scores of the expression levels). **D** Representative flow cytometry graphs and quantification of CD45^high^ and CCR2^+^ cells in CD45^+^CD11b^+^Ly6G^−^Ly6C^−^CD206^−^ Mg in PDOX P3, P8 and P13. For PDOXs P3 and P13 invasive zone and distant normal brain areas were also collected (*n* ≥ 3 mice/condition, mean ± SEM, one-way ANOVA with Tukey’s HSD correction, ****p < 0.0001, ***p < 0.001). **E** Relative transcription factor (TF) activity of regulons identified by SCENIC in myeloid clusters. Regulons with RSS < 0.05 are shown

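Myeloid-like cells thinned to 500 UMIs were searched for UMIs of at least 2 of the first 10 genes of the paper's CL4 list, which include astrocyte genes and of which the files of Nu-NB and P8 list 9. Such cells were 14.4% of the myeloid-like cells in Nu-NB (95% exact binomial interval 10.8 to 18.7%) and 5.34% in P8, 10.2% in T101, 9.29% in T192, 13.9% in T233, 5.51% in P3, 36.1% in T16 and 32.6% in P13. The rule was also met by 24.8 to 65.6% of the endothelial-like cells of the PDOXs, so that it is not specific to astrocytes. At least 2 of the fixed astrocyte markers were found in 0 to 6.70% of the myeloid-like and 0 to 6.56% of the endothelial-like cells of the PDOXs. For the first 10 genes of the CL5 list, which include endothelial genes, the share of myeloid-like cells was 0 of 327 in Nu-NB and a median of 3.16% in the PDOXs, and at least 2 of the fixed endothelial markers were found in 0 to 1.63% of the myeloid-like cells of the PDOXs. The lists are the paper's and were chosen on cells that include these.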

Additional subpopulations included Mg-TAMs displaying astrocytic features (CL4, e.g., *Sparcl1, Gfap*), and expression of endothelial cell markers (CL5, e.g., *Pecam1, Cldn5*) at similar levels than the original astrocyte and endothelial cell clusters (Additional file 2: Fig S5A). 

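In myeloid-like cells thinned to 500 UMIs, *Csf1r* was seen in 58.4% of the cells in Nu-NB and in 31.4 to 51.1% in the PDOXs (median 39.3%; 0.917% in endothelial-like cells), *Itgam* in 51.7% and 26.1 to 44.3% (median 34.7%; 0.840%) and *Ptprc* in 22.3% and 24.5 to 40.5% (median 30.2%; 1.54%). Clusters with markers of both astrocyte-like and myeloid-like cells, kept apart from the myeloid-like class, held 183 cells. In the 3 samples with at least 10 of them (T192, T16 and P13), their median UMIs and median doublet scores were higher than those of both classes. In P13 they had a median of 2479 UMIs, against 1245 in myeloid-like and 927 in astrocyte-like cells, and median scores of 0.0868, 0.0302 and 0.0275. The ratio of the median UMIs of these mixed cells to the sum of both class medians was 1.141 in P13, 1.68 in T16 and 3.921 in T192.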

We excluded contamination by other TME subpopulations within these clusters as these cells expressed myeloid cell markers, including *Hexb*, *Csf1r*, *Itgam* (CD11b), and *Ptprc* (Additional file 2: Fig S5A) and showed low scores for potential doublets (Additional file 2: Fig S5B). CL4 and CL5 cells also displayed expression of pro-tumorigenic markers, but at more variable levels than CL3 Mg-TAMs. However, we cannot exclude the possibility of detection of the mRNA from astrocytic and endothelial cells due to potential phagocytosis of these cells by Mg-TAMs. 

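The share of myeloid-like cells with astrocyte transcripts was set against the share of the UMIs of a sample that lie in its astrocyte-like cells, a measure of how much free astrocyte RNA a sample may hold. Over the 7 PDOXs, Pearson's r was 0.164 (exact permutation p = 0.744, adjusted p = 0.906) and Spearman's rho 0.071 (exact permutation p = 0.906), and r was 0.853 without P8 and P13, the samples farthest from the median of that share. Among the 6 MACS-sorted PDOXs r was 0.891 (exact permutation p = 0.0278). For endothelial transcripts and endothelial-like cells r was -0.636 (exact permutation p = 0.125, adjusted p = 0.501) and rho -0.464 (exact permutation p = 0.302), and r was -0.464 without P8 and T233. Adjustment was over the 4 correlations of the 7 PDOXs, and the p among MACS-sorted PDOXs is not adjusted.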

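Genes that the paper lists for CL6 had a score of -0.592 in Nu-NB and 0.0561 ± 0.5264 (SD, n = 7) in PDOXs, higher in 7 of 7. The CL6 list was among those whose call did not hold by fry, and with at least 500 detected genes per cell asked for its median log2FC was -0.27.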

We also identified a separate Mg-TAM cluster corresponding to cells with activated cell cycle programs (CL6). While GFAP^+^ astrocytic-like, CD31^+^ endothelial-like and Ki67^+^ cycling Iba1^+^ myeloid cells were detected by immunohistochemistry and flow cytometry (Additional file 2: Fig S5C-G), further investigation is required to validate the presence of specific markers at the protein level in the spatial context.

To understand the interdependence between identified Mg states, we further performed the trajectory analysis of Mg cells. TSCAN-based trajectory analysis revealed a general transition from Ho-Mg to Mg-TAMs via CL2, with more profound differences found for CL5 endothelial-like and CL6 cycling Mg-TAMs (Additional file 2: Fig S5H-I). To further examine the transcriptomic differences between identified myeloid states, we next sought to reveal transcriptomic regulators by conducting SCENIC analyses [30] (Fig. 4E). We identified a high number of regulons for Ho-Mg states including Maf, Nr3c1, and Sox4. While CL2 Mg-TAMs showed again transitory features between Ho-TAMs and CL3, CL3 Mg-TAMs appeared regulated by transcription factors such as Hif1a, Stat1, Mafb, and Irf8 [57] suggesting a role of hypoxia in Mg state transitions toward pro-tumorigenic states. Astrocytic-like Mg-TAMs (CL4) showed high activity for Thra, Sox9, and Sox2, which are known to regulate astrocytic states, while cycling Mg-TAMs (CL6) regulons were enriched in classical cell cycle regulators (e.g., Tfdp1, Atf1). Importantly, although certain regulatory networks were shared between Mg-TAM states, Mo and BAMs, we also detected specific regulons unique for Mo (e.g., Fosl2, Irf1, Cebpb) or shared between Mo and BAMs (e.g., Bach1, Prdm1 and Klf4). These data further highlight the factual differences between transcriptomic states of Mg and show the impact of TME niches in shaping Mg heterogeneity in GBM.

### Rare Mo and BAMs undergo phenotypic adaptation toward TAM features in GBM TME in PDOXs

We further aimed to investigate whether Mo and BAMs undergo phenotypic adaptation toward TAMs in GBM tumors developed in PDOXs. Since both cell types were rare in PDOXs, we reverted to the reference-based analysis, which allowed us to discriminate between three Mo states described initially by Ochocka et al. [7] (Additional file 2: Fig S4A-C, Fig S6A). 

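Monocyte-derived-like cells were 3.79% of the myeloid-like cells in P8 (22 of 581; 95% exact binomial interval 2.39 to 5.68%) and 3.35% in T192 (36 of 1074; 2.36 to 4.61%). In T16 they were 1.14% (3 cells), in P3 0.386% (1 cell) and in T233 0.193% (1 cell). BAM-like cells were 1.16% in P3, 0.652% in T192 and 0.193% in T233, with 0 of 581 in P8, which allows up to 0.516%. Single cells named by cluster can be misplaced, so shares that rest on 3 cells or fewer were not set apart from 0.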

In 5 out of 9 PDOXs, we did not detect Mo. Similarly to GL261 tumors, the majority of Mo detected in the remaining 4 PDOXs (P8, T101, T192, P13) transitioned to Mo-TAMs displaying intermediate monocyte/macrophage (inMoM) or differentiated macrophage states (Additional file 2: Fig S6B). Compared to Mo detected in normal brains, Mo detected in PDOXs showed higher expression levels of genes associated with pro-tumorigenic TAMs (e.g., *Cxcl13, Ctsd, Ccl4, Apoe*) as well as Mg mimicry (e.g., *Spp1, Trem2, Cst7, Tyrobp,* Additional file 1: Table S6), further confirming an active crosstalk with tumor cells. 

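Monocyte-derived-like cells were summed in Nu-NB (21 cells, 14326 UMIs), P8, T101, T192 and P13. *Cxcl13* had no UMI in Nu-NB, which allows up to 209 CPM, and 191 to 747 CPM in the 4 PDOXs. *Ctsd* had 419 CPM in Nu-NB (95% counting interval 154 to 912 CPM), from 6 UMIs, and 686 to 2831 CPM. For *Ccl4* there was no UMI in Nu-NB and 259 to 944 CPM in the PDOXs. *Apoe* had 7678 CPM in Nu-NB and 20833 CPM in P8, 11502 in P13, 7588 in T192 and 5311 in T101, so that 2 of 4 PDOXs were higher. *Spp1* had 209 CPM in Nu-NB from 3 UMIs, with an interval of 43.2 to 612 CPM, and 676 to 2236 CPM in PDOXs. *Tyrobp* had 838 CPM in Nu-NB and 865 to 2521 CPM in PDOXs. *Trem2* had 69.8 CPM in Nu-NB from 1 UMI (1.77 to 389 CPM) and 118 to 571 CPM in PDOXs, and *Cst7* no UMI in Nu-NB and between 10.1 CPM in P13 and 381 CPM in P8. Where the interval or limit of Nu-NB overlaps that of a PDOX, a difference was not detectable at this depth. No test was run against 1 brain with 21 cells.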

Compared to the normal brain, BAMs detected in PDOXs also showed transcriptional convergence toward Mg by upregulating expression levels of Mg genes (e.g., *Clec7a*) and especially downregulating several BAM markers (e.g., *Cd163*, *F13a1*, *Mrc1*, Additional file 1: Table S6). 

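BAM-like cells numbered 23 in Nu-NB, 31 in T16 and 20 in P13, and fewer than 10 in each other PDOX. *Cd163* had 2110 CPM in Nu-NB (95% counting interval 1485 to 2908 CPM), 374 CPM in T16 (150 to 770 CPM) and 1037 CPM in P13 (658 to 1557 CPM). *F13a1* had 3421 CPM in Nu-NB (2611 to 4404 CPM), 962 CPM in T16 and 992 CPM in P13. *Mrc1* had 7755 CPM in Nu-NB (6506 to 9173 CPM), 4701 CPM in T16 and 4962 CPM in P13. *Clec7a* is not listed in the file of Nu-NB, so it was not compared, and had 481 CPM in T16 and 90.2 CPM in P13. No test was run with 2 PDOXs and 1 brain.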

Further data will be needed to robustly determine activation of genes in Mo-TAMs and BAM-TAMs, since the amount of cells detected in our cohort was low. At the cell membrane level, while Mo show high CD45 levels already in the normal brain, Mo-TAMs in PDOXs, similarly to Mg-TAMs, increased CCR2 levels in the tumor core (Additional file 2: Fig S6C). BAMs were high for CD45 and CCR2 both in the normal brain and PDOX tumors. Interestingly, flow cytometry revealed rare GFAP^+^ and CD31^+^ Mo, suggesting that these cells could also converge toward astrocytic-like and endothelial-like states (Additional file 2: Fig S5C-F).

Despite the differences in proportions, the transcriptomic profiles of Mg, Mo, and BAMs were generally similar between PDOXs and GL261 tumors (Additional file 2: Fig S6D). We detected differences in Mg at the level of activation of several genes, e.g., higher levels of *Cxcl13*, *Spp1*, *Apoe*, and *Itgax*, while lower levels of *H2.Eb1*, *Ccl12*, and *Cxcl4* in PDOXs compared to GL261 tumors (Additional file 2: Fig S6E, Additional file 1: Table S7). Mo in PDOXs showed higher levels of *Hexb*, *Siglech*, and *Cst3*, suggesting stronger priming toward Mg mimicry, whereas Mo in GL261 presented higher levels of *Tgfbi*, *Thbs1*, and *Vegfa*, in line with the higher angiogenic features of the TME in GL261 tumors. Interestingly, both Mo and BAMs displayed higher levels of *Arg1*, *Tgfbi*, and *Il1b* in GL261 than PDOXs (Additional file 1: Table S7), suggesting a prominent pro-tumorigenic TAM profile in the angiogenic niche.

In summary, although the mobilization of Mo and BAMs in PDOXs is very limited, we detected that an active crosstalk with GBM cells is possible for the rare cells that reach the tumor site. The ratio between Mg and Mo as well as the extent of the activation status toward pro-tumorigenic Mg-TAMs and Mo-TAMs may depend on the model applied, as a result of the differences in underlying histopathological features and the compensatory mechanisms to create a sustainable immunosuppressive equilibrium within the tumor.

### Mg-TAMs display immune-reactive states with increased capacity for chemotactic, phagocytic, and dendritic cell-like properties

We next investigated the functional properties of myeloid subpopulations. At the global level, gene ontology analysis of genes activated in myeloid cells in PDOXs uncovered enrichment of terms associated with cell chemotaxis, adhesion and migration, and tumor-associated extracellular matrix proteins (Fig. 2B). These terms may also reflect changes in the phagocytic and antigen-presenting capabilities of these cells, since cell chemotaxis and migration by degradation of the extracellular matrix are processes required for detecting and tracking tumor cells for engulfing them via phagocytosis, the latter being a critical event for subsequent antigen presentation. Therefore, we focused further analysis on the gene signatures involved in migration, sensome, phagocytosis, and antigen presentation (Fig. 5A, Additional file 1: Table S7).

**Fig. 5:**
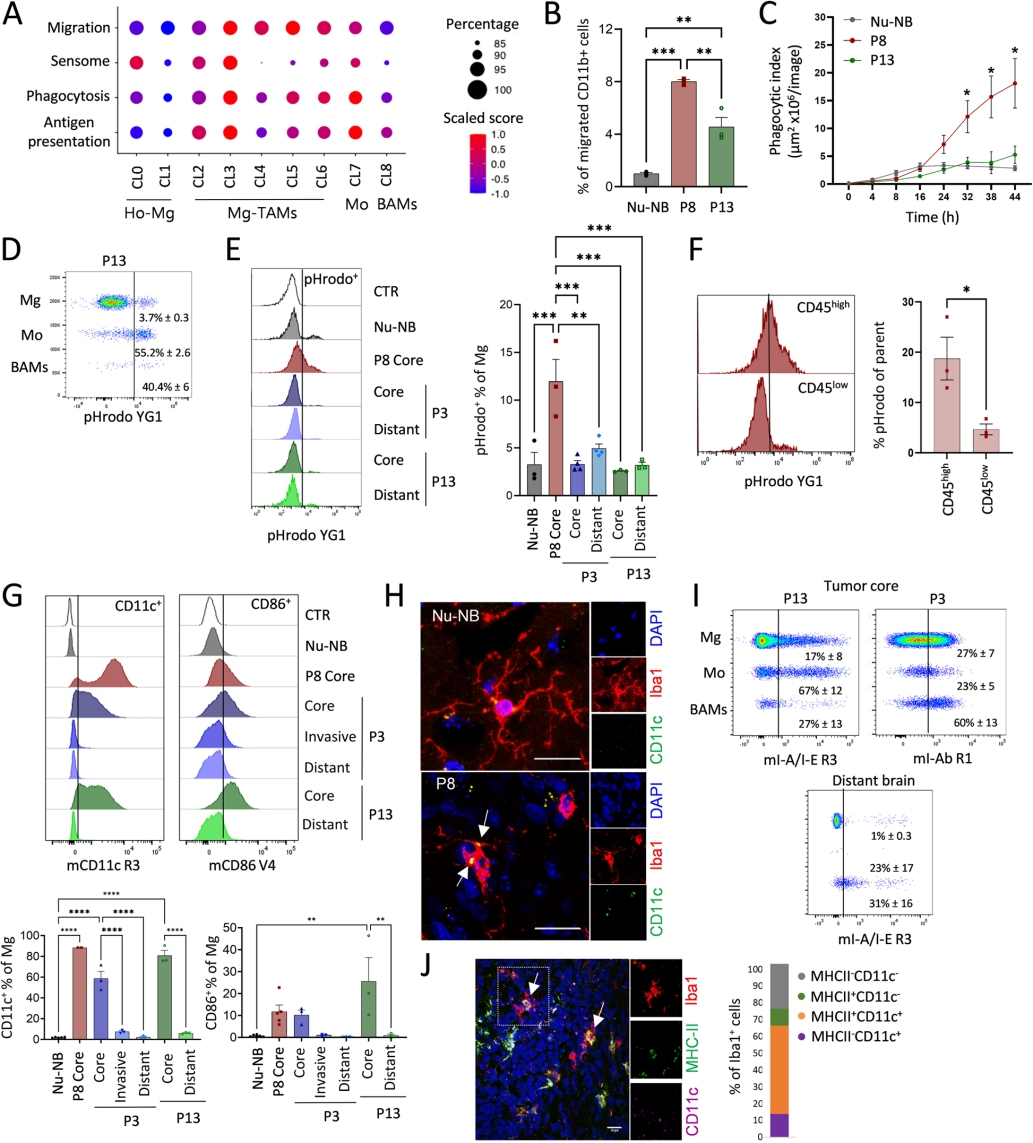
Functional properties of GBM-educated Mg. **A** Signature score of genes associated with migration, sensome, phagocytosis, and antigen presentation per myeloid cluster: CL0-1 Ho-Mg, CL2-6: Mg-TAMs, CL7: Mo, CL8: BAMs. **B** Ex vivo assessment of migratory capacity in CD11b^+^ myeloid cells isolated from nude mouse normal brain (Nu-NB) and PDOXs P8, P13 (*n* = 3 mice/condition, mean ± SEM, **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey’s HSD correction). **C** Ex vivo assessment of phagocytic capacity in CD11b^+^ myeloid cells isolated from Nu-NB and PDOXs P8, P13 (*n* = 3–4 mice/condition, mean ± SEM, *p < 0.05, one-way ANOVA with Tukey’s HSD correction). **D** Phagocytic uptake measured in CD45^+^CD11b^+^Ly6G^−^Ly6C^−^CD206^−^ Mg, CD45^+^CD11b^+^Ly6G^−^Ly6C^+^CD206^−^ Mo and CD45^+^CD11b^+^Ly6G^−^Ly6C^−^CD206^+^ BAMs. Representative example is shown for PDOX P13 tumor core (mean ± SEM, *n* = 3). **E** Phagocytic uptake measured in Mg in Nu-NB and PDOXs P8, P3, P13 (*n* = 3 mice/condition, ***p < 0.001, **p < 0.01, mean ± SEM, one-way ANOVA with Tukey’s HSD correction). An unstained control (CTR) represents Mg without E. coli particle incubation. For PDOXs P3 and P13 tumor core and distant normal brain area were collected. **F** Comparison of phagocytic uptake in CD45^high^ and CD45^low^ Mg in PDOX P8 (*n* = 3 mice, mean ± SEM, *p < 0.05, two-tailed Student’s *t* test). **G** Representative flow cytometry graphs and quantification of Mg positive for CD11c and CD86 in Nu-NB and PDOXs P3, P8, and P13 across different brain regions (*n* ≥ 3 mice/condition each, mean ± SEM, ****p < 0.0001, **p < 0.01, one-way ANOVA with Tukey’s HSD correction). An unstained control is shown for each population (CTR). **H** Representative immunofluorescence images depicting CD11c staining in Iba1^+^ cells in the Nu-NB and PDOX P8 tumor core. Scale bar: 20 µm. White arrows point CD11c^+^ positive signals. **I** Representative flow cytometry graphs showing activation of MHC-II (I-A/I-E epitope) in Mg, Mo, and BAMs in the tumor core and distant brain. Examples shown for PDOX P13 and P3 (mean ± SEM, n = 3 mice). **J** Representative immunofluorescence images depicting MHC-II and CD11c co-expression of Iba1^+^ cells in the P8 PDOX tumor core. Quantification represents mean values from 2 technical replicates. Scale bar: 20 µm. White arrows point MHC-II^+^CD11c^+^ signals in Iba1^+^ cells. MHC-II^+^Iba1.^−^ cells may represent tumor cells expressing rarely MHC-II [58]

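The migration signature of Table S7 had a median log2FC of 0.39 between PDOXs and Nu-NB over 302 tested genes of 464 (183 higher; adjusted p = 0.0372 by limma's camera). Its score was -0.281 in Nu-NB and 0.054 ± 0.085 (SD, n = 7) in the PDOXs, higher in 7 of 7. This compares samples, not the states within them.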

A migration score based on genes associated with monocyte, glial, and neutrophil cell migration (e.g., *Fn1, Cxcl13, Ccl3*) inferred increased migratory capacity during transition from Ho-Mg toward different phenotypic states of Mg-TAMs (Fig. 5A, Additional file 2: Fig S7A), while signatures in Mo and BAMs were more moderate. We functionally verified the increased migratory ability of CD11b^+^ myeloid cells freshly isolated from PDOXs (P8, P13) in comparison to naïve brains using Boyden chambers (Fig. 5B).

We further investigated genes related to the Mg sensome, which reflect main Mg functions in the brain as danger sensing cells. 

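The sensome signature did not differ between PDOXs and Nu-NB (adjusted p = 0.344 by limma's camera, direction lower). Its median log2FC was -0.04 and its mean 0.21 over 125 genes, so median and mean differ in sign. Without the homeostatic genes the median was -0.01 and the mean 0.34 (adjusted p = 0.842 by limma's camera, direction lower), with 56 genes higher and 56 lower.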

Mg sensome genes (Additional file 1: Table S7) showed a higher score in CL0, CL2, and CL3 Mg-TAMs compared to other Mg subsets, Mo and BAMs (Fig. 5A). 

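In summed myeloid-like cells, *Cd52* had 1368 ± 531 CPM (SD, n = 7) in PDOXs and 161 CPM in Nu-NB (log2FC 3.29, FDR = 0.0866 by edgeR) and *Cxcl16* 189 ± 78.8 CPM (SD, n = 7) and 20.1 CPM (log2FC 3.43, FDR = 0.0912 by edgeR), both higher in 7 of 7 PDOXs. *Cd74* had 3497 ± 3847 CPM (SD, n = 7), from 324 CPM in T16 to 9480 CPM in T101, and 418 CPM in Nu-NB (log2FC 3.26, FDR = 0.321 by edgeR), higher in 6 of 7. *Clec7a* is not listed in the file of Nu-NB. In double-positive cells for *Spp1* and *Cst7*, *Cd52* was higher in 4 of 4 PDOXs (mean log2 ratio 0.93), *Cxcl16* in 2 of 4, and *Cd74* in 1 of 4 (mean log2 ratio -0.20). *Clec7a* was higher in the 3 of these 4 PDOXs whose files list it (mean log2 ratio 0.98, with the other PDOX taken as 0).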

Importantly, in CL2 and CL3, the sensome signature was driven by genes, such as *Cd74*, *Cd52*, *Cxcl16*, and *Clec7a*, and not homeostatic Mg genes, which were highest in CL0 Ho-Mg (Additional file 2: Fig S7A), indicating that CL2 and CL3 Mg-TAMs turn on a specific activated sensome program concomitantly decreasing the expression levels of the classical homeostatic gene markers. Interestingly, astrocytic-like (CL4), endothelial-like (CL5), and cycling (CL6) Mg-TAMs showed low scores for the sensome signature, suggesting that while they downregulate the classical homeostatic features, they do not acquire the sensome functions detected at higher levels in CL2 and CL3 (Fig. 5A).

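Of the genes linked to phagocytosis, *Tyrobp* had a log2FC of 2.44 between PDOXs and Nu-NB (FDR = 0.146 by edgeR) and *Axl* of 4.30 (FDR = 0.101 by edgeR), both higher in 7 of 7 PDOXs, and *Trem2* of 0.82 (FDR = 0.525 by edgeR, 5 of 7). Of those linked to antigen presentation, *Itgax* had a log2FC of 3.82 (FDR = 0.176 by edgeR, 7 of 7), *Igf1* of 2.04 (FDR = 0.303 by edgeR, 6 of 7) and *Cd86* of 0.51 (FDR = 0.566 by edgeR, 6 of 7). The antigen presentation signature was higher in PDOXs, with a median log2FC of 0.87 over 87 genes (adjusted p = 2.43e-04 by limma's camera), and its score was higher in 7 of 7. The phagocytosis signature was not (median log2FC 0.07, adjusted p = 0.842 by limma's camera), with a higher score in 3 of 7. The call for antigen presentation did not hold by fry, nor by camera with an estimated correlation between genes. Within PDOXs, *Trem2*, *Tyrobp*, *Itgax* and *Igf1* were higher in double-positive than in double-negative cells for *Spp1* and *Cst7* in 4 of 4, and *Axl* in 3 of 4, while *Cd86* was higher in 1 of 4 (mean log2 ratio -0.356), *H2-Eb1* in 2 of 4 (-0.856) and *H2-Ab1* in 2 of 4 (-0.688).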

Mg-TAMs also showed increased expression levels of genes related to phagocytosis (e.g., *Trem2*, *Tyrobp*, *Axl*) and antigen presentation (*Itgax* (CD11c), *Igf1*, *Cd86*, *H2.Eb1*, *H2.Ab1 (*I-A/I-E)), with the highest signature levels present in CL3 Mg-TAMs, similar to Mo but not BAMs (Fig. 5A, Additional file 2: Fig S7A). These signatures showed a strong correlation with each other (Additional file 2: Fig S7B). 

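The share of UMIs on each signature was computed per cell and correlated within each sample (Spearman's rho), over myeloid-like cells thinned to 500 UMIs, with genes on more than 1 of the 5 lists left out. Cells of one sample are not independent replicates, so no p is given. Between migration and antigen presentation, rho was positive in 7 of 7 PDOXs, with a median of 0.358 (0.151 to 0.417). The median rho was 0.002 between migration and phagocytosis, -0.088 between antigen presentation and phagocytosis (positive in 1 of 7), 0.026 between phagocytosis and the sensome without homeostatic genes, and 0.035 between that sensome and antigen presentation. With shared genes kept in both lists, the medians were 0.270, 0.262, 0.486 and 0.396, each positive in 7 of 7 PDOXs.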

We further functionally evaluated the phagocytic capacity of freshly isolated CD11b^+^ myeloid cells in PDOXs with different proportions of CL3 Mg-TAMs (37% PDOX P8, 26% PDOX P3, and 17% PDOX P13) and in normal brain (11% CL3 of myeloid cells) using E. coli particles labeled with fluorescent pH-sensitive dye [59]. Indeed, CD11b^+^ cells isolated from PDOX P8 showed increased phagocytic abilities compared to CD11b^+^ cells isolated from normal brains and PDOX P13 (Fig. 5C). Within CD11b^+^ cells, the high proportion of rare Mo (55.2% ± 2.6) and BAMs (40.4% ± 6) presented phagocytic capacity (Fig. 5D). We also observed active phagocytosis in Mg, which was highest in PDOX P8 (12% ± 1.3) with the highest proportion of CL3 Mg-TAMs (Fig. 5D,E). The majority of phagocytic cells were detected within CD45^high^ Mg-TAMs (Fig. 5F), further linking this function to CL3. We also confirmed prominent CD11c and CD86 activation at Mg cell membrane, mainly in the tumor core of three PDOXs confirming antigen presentation cell (APC)-like features (Fig. 5G). Increased expression levels of CD11c were also detected by immunohistochemistry in amoeboid Iba1^+^ cells in the cellular tumor, but not in ramified Mg in the normal brain (Fig. 5H). CD11c and CD86 protein levels correlated with the CD45 activation at the cell membrane (Additional file 2: Fig S7C). CD86 were also expressed by Mo and BAMs, consistent with the gene expression profiles (Additional file 2: Fig S7D). 

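Dendritic cell markers were rare. UMIs of at least 2 of them were seen in 15 of 12125 PDOX cells without thinning, at most 0.267% of a PDOX (T101), and in 1 of 8635 cells thinned to 500 UMIs. In thinned myeloid-like cells, *Flt3* was seen in 2 of 2140, *Zbtb46* in 2 of 2470, *Xcr1* in 6 of 2185, *Clec9a* in 1 of 1982, *Ccr7* in 10 of 2013 and *Cd209a* in 5 of 2343 cells of the PDOXs whose files list the gene. Files that do not list a gene may hold no UMI of it, so shares over all PDOXs may be lower. The highest shares of *Flt3* (0.816%), *Xcr1* (1.22%) and *Clec9a* (0.408%) were in T101. In endothelial-like cells the highest share in a PDOX was 2.52% for *Zbtb46* (median 1.09%), above its 0.081% in the myeloid-like cells of the PDOXs together. Whether the endothelial-like share is background or expression was not tested.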

Importantly, these myeloid cells do not express classical dendritic cell markers (Additional file 2: Fig S5A) excluding the possibility of the contamination by bona fide dendritic cells. We further confirmed activation of MHC-II expression (*H2.Eb1*,* H2.Ab1* and corresponding epitope I-A/I-E, Fig. 5I,J, Additional file 2: Fig S7A) in subsets of Mg-TAMs and Mo compared to normal brains. 

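*H2-Ab1* was seen in 1.83% of the thinned myeloid-like cells in Nu-NB and in 4.43 to 85.3% in the PDOXs (median 13.8%; 1.83% in endothelial-like cells). *H2-Eb1* was seen in 0.306% in Nu-NB and in 0 to 13.6% in the PDOXs (median 3.27%; 0% in endothelial-like cells). In summed myeloid-like cells *H2-Ab1* had a log2FC of 4.69 (FDR = 0.291 by edgeR, higher in 7 of 7 PDOXs) and *H2-Eb1* of 3.08 (FDR = 0.267 by edgeR, 6 of 7). In monocyte-derived-like cells *H2-Ab1* had 1326 CPM in Nu-NB (95% counting interval 798 to 2071 CPM) and 7389 CPM in T101, 4675 in P13, 3185 in T192 and 2568 in P8.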

Subsets of Mg-TAMs and Mo also expressed checkpoint inhibitors, such as *Cd274* (PD-L1), *Havcr2* (TIM-3), and *Pdcd1* (PD-1, Additional file 2: Fig S7A), which are known to inhibit the phagocytic capacity of macrophages. 

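In myeloid-like cells thinned to 500 UMIs, *Havcr2* was seen in 12.2% of the cells in Nu-NB and in 6.34 to 14.8% in the PDOXs (median 8.16%; 0% in endothelial-like cells). *Cd274* was seen in 0.306% in Nu-NB and in 0.633 to 4.90% in the PDOXs (median 1.58%; 0.386% in endothelial-like cells, up to 5.04% in a PDOX), and *Pdcd1* in 0.917% and 0 to 3.33% (median 1.55%; 0% in endothelial-like cells). In summed cells *Cd274* was higher than Nu-NB in 7 of 7 PDOXs (log2FC 2.71, FDR = 0.232 by edgeR; 3 UMIs in Nu-NB), *Pdcd1* in 4 of 7 (log2FC 1.05, FDR = 0.639 by edgeR), and *Havcr2* in 0 of 7 (log2FC -0.12, FDR = 0.897 by edgeR), whose log2FC is relative to edgeR's TMM scaling.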

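*Sirpa* had 460 ± 106 CPM (SD, n = 7) in summed myeloid-like cells of the PDOXs and 579 CPM in Nu-NB (log2FC -0.12, FDR = 0.902 by edgeR, higher in 2 of 7 PDOXs). *Cd47* had 168 ± 64.3 CPM (SD, n = 7) and 242 CPM (log2FC -0.33, FDR = 0.746 by edgeR, higher in 1 of 7). Among thinned myeloid-like cells, *Sirpa* was seen in 24.2% in Nu-NB and a median of 17.7% in the PDOXs, with 1.39% in endothelial-like cells. For *Cd47* the values were 8.56 and 6.50%, with 7.90% in endothelial-like cells, which also carry this gene.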

Mg-TAMs also showed increased levels of *Sirpa* and *CD47*, maintaining the “do-not-eat-me” signal. We did not detect increased expression levels of genes typically associated with macrophage immune suppression (e.g., *Arg1*, *Mrc1*, *Il10*) in Mg-TAMs (Additional file 2: Fig S5A). 

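*Arg1* is listed in 4 files and was seen in 7 of 1336 thinned myeloid-like cells of these PDOXs. *Il10* is listed in 1 file and was seen in 0 of 552 cells. A file that does not list a gene may hold no UMI of it, so the share over all PDOXs may be lower. *Mrc1* was seen in 3.98% of the cells in Nu-NB and in 0 to 9.49% in the PDOXs (median 0.816%, highest in T16), and in summed cells it had 88.8 ± 163 CPM (SD, n = 7) in PDOXs and 375 CPM in Nu-NB (log2FC -2.08, FDR = 0.483 by edgeR, higher in 1 of 7 PDOXs). In microglia-like cells alone, *Mrc1* had 29.2 CPM in Nu-NB and 37.4 CPM or less in each PDOX.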

Interestingly, astrocytic-like (CL4), endothelial-like (CL5), and cycling Mg-TAMs (CL6) showed less prominent phagocytic and antigen presentation scores than other Mg-TAMs (CL2, CL3). Further investigations will be needed to understand the balance between activating and inhibitory signatures of these subpopulations at the functional level and their localization within the various tumor niches. Overall, these results suggest that specific subpopulations of Mg-TAMs display phagocytic and dendritic cell-like programs under tumorigenic conditions.

### Heterogeneous Mg states represent central components of GBM patient tumors

To investigate the relevance of our findings in PDOXs, we next probed the composition of myeloid cells in publicly available scRNA-seq datasets of *IDH* wild-type GBM patient tumors by extracting the myeloid compartment from the GBmap, a curated scRNA-seq database of 240 patient tumors [39], and by our own analysis based on published datasets [8, 36–38]. Due to the lack of normal human brain Mg and human blood Mo references, we applied robust gene signatures to assign myeloid cell ontogeny (Fig. 6A, Additional file 2: Fig S8A-B, Additional file 1: Table S7). Mg constituted the main myeloid cell subset across the majority of GBMs. Although we confirmed a high proportion of Mo in a subset of recurrent GBMs [8], we also detected high proportions of Mg in other recurrent tumors collected within the GBmap cohort. BAM signatures were rather weak and were not clearly segregated within a specific cluster (Additional file 2: Fig S8A). The analysis of gene signatures identified in preclinical models in human myeloid cells confirmed the presence of heterogeneous Mg and Mo subsets in human GBMs and convergence toward TAMs with similar features (Fig. 6B). We detected a subset of Mg with high levels of signatures corresponding to Ho-Mg (CL0, CL1) as well as a subset of Mo with high scores for signatures corresponding to naive Mo. This confirms our analysis in PDOX models, suggesting activation of pro-tumorigenic features in the close proximity of the tumor cells. Of note, higher proportions of Mo in patient tumors are expected due to the presence of Mo in the circulating blood, contrary to the mouse brain tissue where circulating blood cells are removed via perfusion prior tumor tissue collection. CL2 and CL3 Mg-TAM signatures were robustly expressed by a subset of human Mg (Fig. 6B, Additional file 2: Fig S8C). Although CL4, CL5, and CL6 signals appeared in general to be weaker than classical pro-tumorigenic signatures, subsets of Mg showed high scores for astrocytic-like (CL4), endothelial-like (CL5) and cell cycle (CL6) Mg-TAM features (Additional file 2: Fig S8C). We further confirmed the adaptation of Mo to Mo-TAMs, which showed decreased levels of Mo markers concomitant with increased levels of Mg genes. Mo-TAMs appeared also to share Mg-TAM signatures, including CL4-5, and contained a subset of proliferating cells (CL6). Such bilateral convergence of Mg and Mo was further confirmed in bulk RNA-seq profiles of Mg and Mo cells isolated from GBM patient tumors based on the CD49d expression levels [43] (Additional file 2: Fig S8D). Similar to mouse myeloid cells, both Mg-TAMs and Mo-TAMs showed activation of migratory, phagocytic, and antigen presentation features (Fig. 6B). These suggest the similar convergence of Mg and Mo cells toward heterogeneous TAM subsets. We further confirmed the relevance of our findings in PDOXs by mapping mouse myeloid cells to the GBmap [39] datasets corroborating the presence of Mg and Mo and their convergence toward tumor-specific programs (Additional file 2: Fig S8E). Altogether, these data show the relevance of distinct Mg states and the robustness of their signatures identified in PDOXs in GBM patient tumors.

**Fig. 6:**
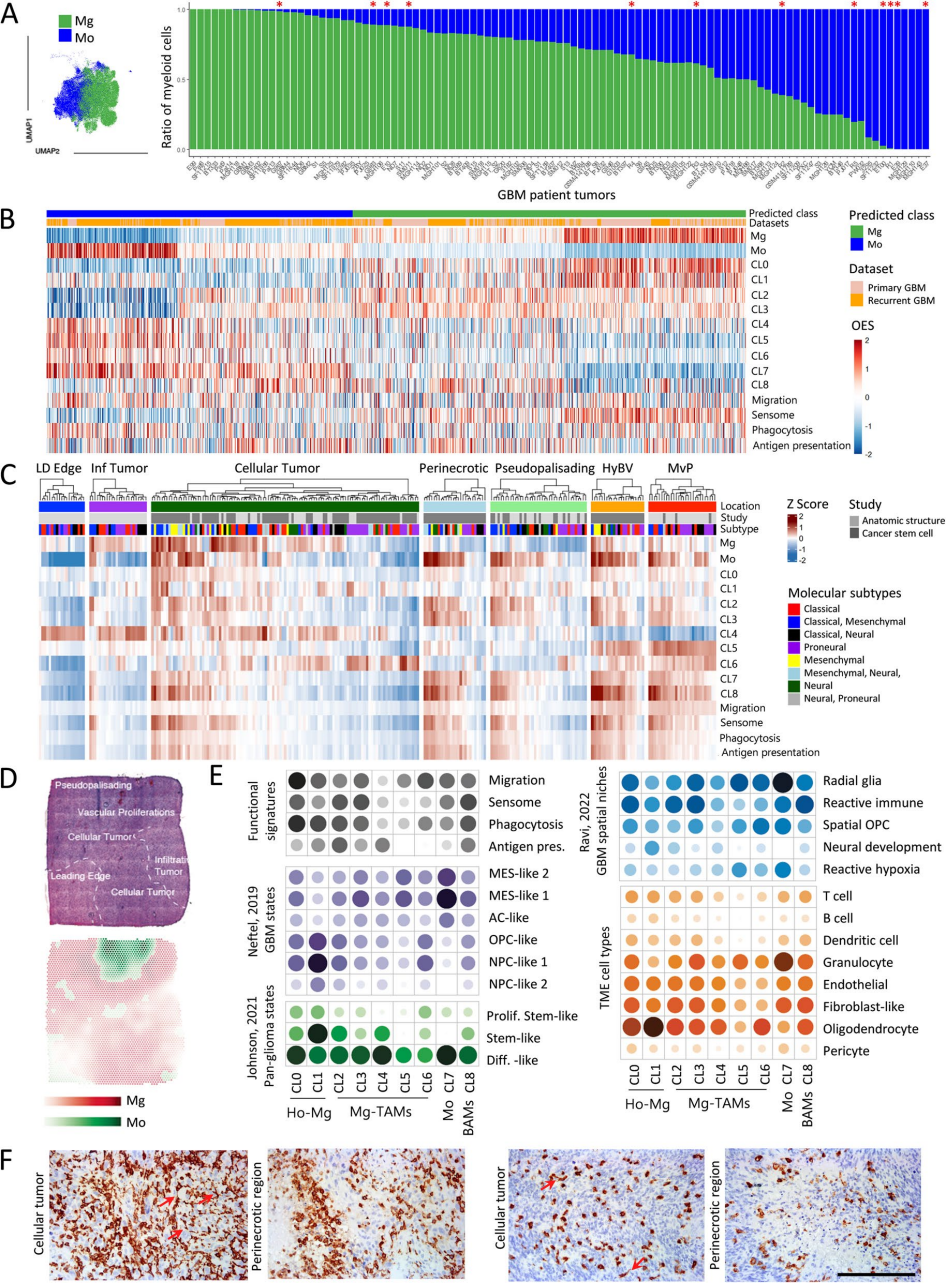
Transcriptomic states of myeloid cells in human GBM. **A** UMAP projection of myeloid subsets from GBM patient tumors (103 patient tumors, GBmap datasets [39]). Cells are color coded for Mg and Mo ontogeny based on established gene signatures. Proportions of Mg and Mo are shown in individual GBM patient tumors. Recurrent tumors are marked with red asterisks. **B** Convergence of Mg and Mo to TAMs in GBM patient tumors. Heatmap showing overexpression scores (OES) of signatures in scRNA-seq primary (*n* = 7) and recurrent (*n* = 4) GBMs [8]. Each column represents a single cell. **C** Heatmap showing OES of signatures in different tumor locations from the IVY-GAP bulk RNA-seq data: LD edge: leading edge; Inf tumor: infiltrative tumor; HyBV: hyperplastic blood vessels in cellular tumor; MvP: microvascular proliferation. Each column represents a microdissected tissue fragment (*n* = 279 from 44 patient tumors). **D** Representative surface plots of the spatial localization of Mg and Mo signatures in GBM patient tumors. **E** Spatially weighted correlation analysis of the enrichment scores in myeloid transcriptomic states (CL0-8) linked to functional myeloid signatures, GBM tumor states, spatial TME niches, and TME cell components (*n* = 16 tumors from 16 individual patients). **F** Representative Iba1 stainings in GBM patient tumors. Cellular tumor and perinecrotic regions are shown for 2 patients. Red arrows depict Iba1^+^ myeloid cells with visible ramifications, Scale bar: 100 µm

### Heterogeneous Mg and Mo in GBM patients are spatially distributed across different tumor niches

To investigate the spatial distribution of GBM-associated myeloid states, we assessed myeloid signatures in the bulk RNA-seq of GBM tumor niches (Ivy Glioblastoma Atlas Project dataset, Fig. 6C, Additional file 2: Fig S9A). In general, Mg signatures were evident in infiltrative and cellular tumors, hyperplastic blood vessels (HyBV), and microvascular proliferation (MvP) zones, although CL2 and CL3 Mg-TAMs also scored high in perinecrotic and pseudopalisading areas. Astrocytic-like CL4 and endothelial-like CL5 Mg-TAMs showed high signals in leading edge/infiltrating/cellular tumor and HyBV/MvP niches, respectively. We hypothesize that this could be related to a closer interaction with reactive astrocytes (leading edge) or endothelial cells (HyBV/MvP), which are abundant at these locations. Cycling CL6 Mg-TAM signatures showed high levels in cellular tumor, HyBV and MyP niches. Importantly, these signatures should be interpreted with caution as they are likely biased by the bulk RNA-seq signal, where discrimination of signals from different TME cell types is not possible. While detected in the cellular tumor in a subgroup of patient tumors, Mo (CL7) and BAM (CL8) signatures were particularly evident in niches with blood–brain barrier leakage, including HyBV, MvP, perinecrotic, and pseudopalisading areas, in line with our findings in PDOXs and GL261. Migration, sensome, phagocytic, and antigen presentation signatures were expressed in the cellular tumor, perinecrotic zone, hyperplastic blood vessels, and microvascular proliferation zones and were particularly high in tumors with a high abundance of Mg and Mo. These functional signatures were less pronounced in the leading edge and infiltrative zone, confirming the education of Mg in close proximity to GBM cells. Interestingly, these signatures were relatively lower in pseudopalisading tumor zones regardless of the high abundance of Mo-TAMs, suggesting a potential role of severe hypoxia in the inhibition of myeloid cell functions in this niche. The high score for Mg/Mo signatures was particularly evident for tumors with mesenchymal components, confirming previous studies [12].

We further confirmed the differential distribution of myeloid states in spatially resolved transcriptomic profiles of GBM patient tumors [47]. Again, Mg were highly abundant in the infiltrating and cellular tumor, whereas Mo were enriched in the pseudopalisading and vascular proliferation areas (Fig. 6D, Additional file 2: Fig S9B-C). Spatially weighted correlation analysis and spatial gene set enrichment analysis confirmed the co-localization of CL0-1 Ho-Mg (CL0-1), CL2-3 Mg-TAM, Mo and BAM signatures with signatures of sensome, phagocytosis, and antigen presentation (Fig. 6E). CL3 Mg-TAMs and Mo co-localized with MES-like states, corresponding to the “Differentiated-like pan-glioma state.” While CL0 Ho-Mg were detected in close proximity to different GBM states, CL1 Ho-Mg were most abundant in close proximity to OPC-like and NPC-like GBM states, equivalent to the “Stem-like pan-glioma states.” This was corroborated by the distribution across spatial GBM niches. All myeloid cells were present in different GBM niches with high tumor content (Radial glia, Reactive immune, Spatial OPC niches). Ho-Mg (CL1) were particularly abundant in the “Neural development” niche at the tumor edge, whereas Mo were associated with “Reactive hypoxia” niches, further confirming abundant Mo localization in the area of high necrosis, BBB leakage, and hypoxia. This was different for CL3 Mg-TAMs, which appeared present at higher levels in the spatially distinct “Reactive immune” niche, corresponding to regions with high glial signatures enriched for inflammation-associated genes and non-hypoxic MES-like GBM states. Indeed, we detected distinct morphological features of Iba1^+^ myeloid cells across different niches in GBM patient tumors. Specifically, we identified cells with visible ramifications, reminiscent of naïve microglia, together with amoeboid cells in cellular tumor niches, while the perinecrotic niche predominantly contained amoeboid cells (Fig. 6F). Interestingly, analysis of bulk RNA-seq CGGA patient tumor profiles [45] revealed shorter survival of patients with high scores for Mg-TAM CL2 and CL3, but not other clusters in classical GBMs (Additional file 2: Fig S9D). No statistical difference in survival was observed for proneural and mesenchymal tumors.

Taken together, these data confirm the transcriptomic heterogeneity of Mg and Mo in GBM patient tumors associated with different functional features across specific tumor niches.

### TMZ treatment leads to transcriptomic adaptation of GBM cells and adjacent TME

The molecular adaptations of individual cells within GBM tumors upon treatment are incompletely understood [60]. We therefore aimed to assess the adaptation of tumor cells and the TME upon treatment, hypothesizing that chemotherapy can lead to transcriptomic adaptation of the entire GBM ecosystem. For this, we administered TMZ to P3 PDOXs representing *MGMT* promoter-methylated GBM (Additional file 2: Fig S10A). Tumor growth was validated by MRI, and mice were treated 5 times a week at the clinically relevant TMZ dose for 10 days (total 8 doses received). Experiment was halted for all animals when the control animals showed neurological symptoms and fully developed tumors. Tumors were resected shortly after the last TMZ dose. MRI-based quantification of tumor volumes confirmed that prolonged TMZ treatment led to decreased tumor growth (Fig. 7A,B).

**Fig. 7:**
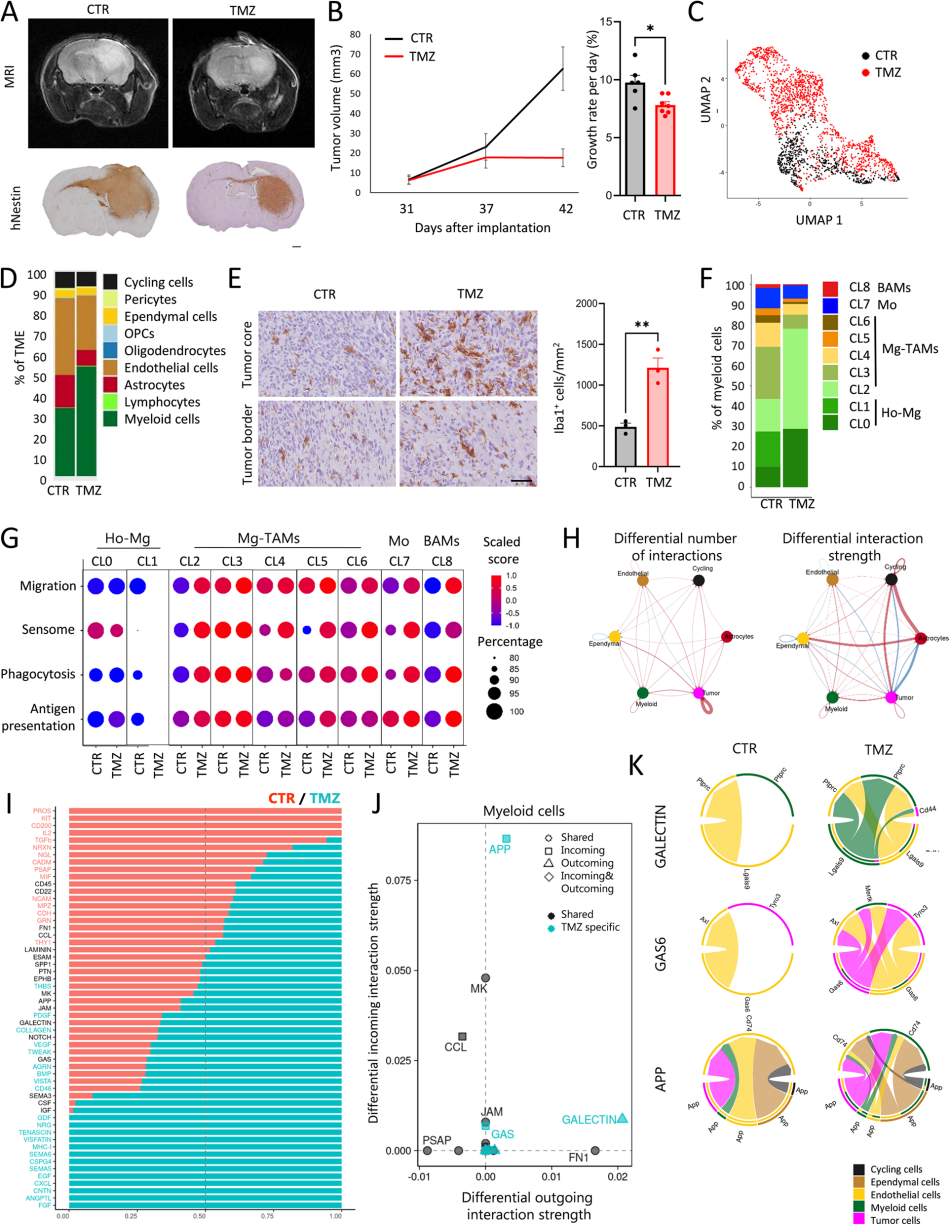
Transcriptomic adaptation of GBM tumor cells and TME upon TMZ treatment. **A** Representative MRI images and human-specific Nestin staining showing tumor growth in control PDOXs P3 (CTR) and TMZ-treated mice (TMZ). Scale bar = 1 mm. **B** MRI-based assessment of tumor progression over time. The tumor growth rate was calculated during the entire study (day 42 vs day 31, *n* = 6–7 mice/group, *p < 0.05, two-tailed Student’s *t* test). **C** UMAP projection showing the overall gene expression relationship between TMZ-treated and CTR GBM tumor cells (*n* = 1 mouse/condition). **D** Proportions of cell types in TME in CTR and TMZ-treated PDOX inferred from scRNA-seq (*n* = 1 mouse/condition). **E** Representative images of Iba1^+^ cells in in CTR and TMZ-treated PDOXs. Tumor cores and borders are highlighted. Scale bar: 50 µm. Quantification of Iba1^+^ cells in tumor core is depicted (*n* = 3 mice/condition; **p < 0.01, two-tailed Student’s *t* test). **F** Proportions of cells assigned to nine clusters of myeloid cells in CTR and TMZ-treated PDOXs inferred from scRNA-seq (*n* = 1 mouse/condition); CL0-1: Ho-Mg, CL2-6: Mg-TAMs, CL7: Mo, CL8: BAMs. **G** Functional signature score per myeloid cluster in CTR and TMZ conditions. **H** CellChat-based differential number of interactions and interaction strength of the inferred cell–cell communication networks between cell types in CTR and TMZ PDOXs (threshold > 10 cells/sample). Red or blue colored edges represent increased or decreased signaling in TMZ-treated tumors. **I** Relative information flow from cell–cell interaction analysis. Receptor-ligand pathways with blue text are significantly enriched in TMZ-treated cells, and pathways with red text are significantly enriched in CTR cells. **J** Signaling changes in myeloid cells in TMZ vs CTR conditions. **K** Interactions related to the Galectin, Gas6, and App pathways under CTR and TMZ conditions

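Mouse-derived cells of 1 P3 PDOX from a mouse given 40 mg/kg TMZ in 8 doses were compared with those of 1 untreated P3 PDOX, both depleted of human cells by MACS and both with newer gene symbols. The deposited labels call the control untreated, whereas the paper describes a vehicle. The deposited UMI counts were processed together with those of the other samples, as above. After both filters 760 cells of the treated PDOX and 818 of the control were kept, and 722 and 777 after the doublet step. The treated PDOX had 1709049 UMIs in its file and a median of 875 UMIs per cell, against 1294068 and 526 in the control. With 1 sample on either side no p-value or count of changed genes is given. Each value has a 95% interval for counting error alone (exact binomial or Poisson) and is set against the range of the 7 untreated PDOXs, which shows how far samples differ without TMZ.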

To assess transcriptomic changes in tumor and TME populations, we extracted tumor tissue from control and TMZ-treated mice and purified single human tumor cells and single mouse cells. ScRNA-seq analysis of isolated tumor cells revealed transcriptomic changes linked to survival mechanisms such as regulation of p53-associated signal transduction, apoptosis, cell death, and cellular component organization (Fig. 7C, Additional file 2: Fig S10B-C), suggesting activation of resistance mechanisms in surviving tumor cells. Assessment of GBM cellular subtypes revealed an increased proportion of MES-like states in line with observations made in GBM patients [11, 12]. Corresponding scRNA-seq analysis of the TME revealed changes in the proportions of cell populations (Fig. 7D). 

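Clusters with markers of more than 1 class held 1.25% of the cells after TMZ (95% exact binomial interval 0.572 to 2.35%) and 3.60% in the control (2.41 to 5.17%), and unnamed clusters 22.7% after TMZ and 22.5% in the control. Mural-like cells were 4.43% after TMZ (95% exact binomial interval 3.05 to 6.20%) and 3.09% in the control (1.99 to 4.56%), and cycling-like cells were 4.29% (2.94 to 6.04%) and 6.69% (5.04 to 8.68%), with overlapping intervals in both classes.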

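Myeloid-like cells were 46.1% of the cells after TMZ (95% exact binomial interval 42.4 to 49.8%) and 33.3% in the control (30.0 to 36.8%). Endothelial-like cells were 17.7% (15.0 to 20.7%) and 28.2% (25.1 to 31.5%). For either class the intervals did not overlap, and the treated PDOX lay inside the range of the untreated PDOXs. Astrocyte-like cells were 13 after TMZ and 3 in the control, 1.80% (0.962 to 3.06%) and 0.386% (0.0797 to 1.12%).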

We observed an increased ratio of myeloid cells upon TMZ treatment and a relative decrease in ECs and astrocytes. Indeed, TMZ-treated tumors contained more Iba1^+^ myeloid cells in the tumor core (Fig. 7E). The analysis of DEGs between TMZ-treated and control tumors revealed transcriptomic changes in myeloid cells and ECs, but not in astrocytes (Additional file 1: Table S8, Additional file 2: Fig S10D). 

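As a check of the direction of the genes in Table S8 in summed UMIs, the median log2 ratio of the treated PDOX to the control, with a pseudocount of 10 CPM, was 0.73 over the 127 myeloid genes that the table lists as higher, of which 126 were higher. It was -1.07 over the 28 listed as lower. In endothelial-like cells the medians were 1.21 over 41 genes and -1.29 over 47 genes. With TMM scaling the medians were 0.85 and -0.95 in myeloid-like and 1.11 and -1.40 in endothelial-like cells. The lists were drawn by the paper from the same samples, with cells as replicates, so this is not independent evidence. Among genes with at least 100 UMIs over both samples whose value after TMZ lay outside the range of the untreated PDOXs, *Gm10263* (log2 ratio 1.97), *Bst2* (1.958) and *Abca1* (1.43) rose most in myeloid-like cells, and *Apod* (-4.47), *Rpl26* (-3.97) and *Ptn* (-2.87) fell most. The astrocyte-like cells were too few for values of genes.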

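*Cxcl13* had 7949 CPM in myeloid-like cells after TMZ (95% counting interval 7756 to 8146 CPM) and 3229 CPM in the control (3033 to 3434 CPM), a log2 ratio of 1.30, and lay above the 7 untreated PDOXs, whose highest value was 4305 CPM. *Cx3cr1* had 1724 CPM (1635 to 1817 CPM) and 1036 CPM (926 to 1155 CPM), a log2 ratio of 0.73, inside the range of the untreated PDOXs. *Csf1r* had 1108 CPM (1036 to 1182 CPM) and 979 CPM (872 to 1094 CPM), with overlapping intervals.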

Upon treatment, myeloid cells enhanced the expression levels of genes associated with inflammatory responses, such as migration, chemotaxis, and gliogenesis (e.g., *Cxcl13*, *Cx3Cr1*, *Csf1r*). Adaptation was visible at the level of regulation of translation (e.g., *Rps15*, *Rpl32*, *Rpl23*), endocytosis (e.g., *Apoe*, *Lrp1*), cholesterol homeostasis (e.g., *Abca1*, *Abcg1*), and actin cytoskeleton (e.g., *Fscn1*, *Coro1a*). This correlated with decreased levels of TAM markers promoting tumor growth, such as *Igfbp7* and *Gng5*. 

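*Rps15* (log2 ratio -0.62), *Rpl32* (-0.57) and *Rpl23* (-0.65) were lower after TMZ than in the control, which had the highest value of the 7 untreated PDOXs for each of them, and Table S8 lists them as lower. *Apoe* (log2 ratio 0.73) and *Lrp1* (0.57) were higher, inside the range of the untreated PDOXs. *Abca1* had 232 CPM after TMZ and 79.7 CPM in the control (log2 ratio 1.43) and lay above the untreated PDOXs, whose highest value was 226 CPM. *Abcg1* (log2 ratio 0.93) and *Coro1a* (1.23) were higher and inside that range. *Fscn1* had 81.4 CPM (63.0 to 104 CPM) and 44.6 CPM (24.4 to 74.9 CPM), with overlapping intervals.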

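*Igfbp7* had 17.3 CPM in myeloid-like cells after TMZ, from 14 UMIs (95% counting interval 9.44 to 29.0 CPM), and 252 CPM in the control (199 to 314 CPM), a log2 ratio of -3.26. The control had the highest value of the untreated PDOXs, the lowest being 24.4 CPM. *Gng5* had 266 CPM (232 to 304 CPM) and 520 CPM (443 to 606 CPM), a log2 ratio of -0.94, inside the range of the untreated PDOXs. Other TAM genes moved either way. *Cst7* fell by 0.64 on the log2 scale and *Spp1* rose by 0.75, from 11750 to 19829 CPM, above every untreated PDOX. CPM around TMZ are of the UMIs on all genes listed in both P3 files, and those of PDOXs against Nu-NB of the UMIs on genes listed in every file, so that the same cells have other CPM there.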

Although the heterogeneity of the myeloid compartment shifted to a higher ratio of CL2 Mg-TAMs (Fig. 7F), the activation of functional signatures was observed in the majority of Mg-TAM clusters, Mo and BAMs (Fig. 7G). 

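Scores of the lists in summed myeloid-like cells differed between the treated PDOX and the control by -0.008 for CL2, -0.047 for CL3, -1.49 for CL5, 0.036 for antigen presentation, 0.105 for phagocytosis, 0.219 for the sensome, 0.264 for the homeostatic genes and -0.233 for migration. Only CL4 (-0.299) and migration lay outside the range of the untreated PDOXs among the 16 lists. For migration the sign depends on the measure, since the share of UMIs on its genes rose with a log2 ratio of 0.35. The states themselves were not rebuilt.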

In parallel, ECs deregulated genes associated with cell development and death, extracellular space, regulation of chemokine and cytokine production, and acetylcholine receptor activity (e.g., up: *Ly6a/c1/e, H2.D1, Timp3, Cxcl12; down: Ctsd, Ctss*) as well as regulation of actin cytoskeleton and protein localization (Additional file 2: Fig S10D).

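In summed endothelial-like cells (128 after TMZ, 219 in the control), *Ly6a* had a log2 ratio of 1.37, *Ly6c1* of 1.31, *Ly6e* of 0.82, *H2-D1* of 1.07, *Timp3* of 0.98 and *Cxcl12* of 1.38. *Ctsd* had a log2 ratio of -1.05 and *Ctss* of -1.45, from 15 UMIs after TMZ. For these 8 genes the 95% counting intervals of the treated PDOX and the control did not overlap. Only *Timp3* (494 CPM after TMZ, 245 CPM in the control) lay outside the range of the untreated PDOXs. With scrublet's automatic threshold in place of the top 5%, *Ctss* had a log2 ratio of 0.08. Among the genes chosen for size, *Lrg1* rose most (log2 ratio 2.62) and *Rpl26* fell most (-4.29).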

Since transcriptomic adaptation was detected in tumor and TME cells, we hypothesized an overall adaptation of the molecular crosstalk within the GBM ecosystem. Indeed CellChat analyses revealed significant changes in ligand-receptor signaling pathways between cell populations in CTR and TMZ-treated tumors, with increased number of inferred interactions (236 CTR vs 425 TMZ) and interaction strength (5.717 CTR vs 6.415 TMZ) in TMZ-treated tumors (Fig. 7H,I). Among those, putative ligand-receptor interactions affected in myeloid cells upon TMZ treatment showed increased outgoing interactions associated with and increased incoming interactions associated with Gas6 (Growth arrest-specific 6) and App (amyloid-beta precursor protein) pathways (Fig. 7J, Additional file 2: Fig S10E-F). Upon TMZ treatment, Galectin signaling was linked to Lgals9 produced by myeloid cells predicted to interact with Cd44 in tumor cells and Ptprc (Cd45) in ependymal and myeloid cells. Gas6 produced by tumor and ependymal cells was predicted to interact with the receptor Mertk in myeloid cells, Tyro3 in tumor cells and Axl in ependymal cells, while additional App-Cd74 signaling axes were predicted between tumor, myeloid, endothelial and ependymal cells (Fig. 7K). 

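The expression behind these predictions was compared in summed myeloid-like cells, without the tumor cells, which were not analysed here. *Mertk* had 201 CPM after TMZ (95% counting interval 171 to 234 CPM) and 179 CPM in the control (135 to 232 CPM), *Axl* 207 and 223 CPM, and *Gas6* 142 and 95.6 CPM, with overlapping intervals for each. *Lgals9* had 326 CPM (287 to 367 CPM) and 300 CPM (242 to 367 CPM), above every untreated PDOX, and *Ptprc* 570 and 644 CPM, with overlapping intervals as well. *App* had 312 CPM (275 to 353 CPM) and 497 CPM (422 to 582 CPM), a log2 ratio of -0.66, below every untreated PDOX. In endothelial-like cells *App* had a log2 ratio of 0.51. *Cd74* had 560 CPM in myeloid-like cells after TMZ and 676 CPM in the control, with overlapping intervals.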

Taken together, we showed that induction of the cell death resistance mechanism in tumor cells upon TMZ treatment is associated with transcriptomic changes in TME components, including inflammatory responses of Mg-TAMs and activation of the “eat-me” Gas6 pathway.

## Discussion

A lack of thorough understanding of the TME and its recapitulation in preclinical models is regularly listed as one of the main challenges for the discovery of effective treatments against brain tumors [15]. Therefore, the cellular and molecular understanding of preclinical models is of utmost importance to avoid failure of clinical trials and has been repeatedly pointed out as a key need in the community [15]. Using unbiased scRNA-seq analysis, we surveyed the TME of nine GBM PDOXs and compared it with the TME of the GL261 mouse glioma model and human GBM tumors. To our knowledge, this is the first in-depth analysis of the TME in PDOX models. We show that GBM PDOXs present diverse cell types in the TME similar to those reported in human GBM [12, 35, 36]. We provide evidence that human tumor cells instruct the TME subpopulations in PDOX models toward GBM-associated phenotypic states, thus unlocking their relevance as preclinical models to investigate the modulation of the GBM ecosystem upon treatment and testing novel therapies against tumor and TME cells. We further uncovered diverse cellular and molecular specificities of the GBM-associated myeloid compartment. Specifically, we found that resident Mg represent an essential myeloid cell population in PDOXs and human GBMs. Mg states are highly abundant in the invasive areas while peripheral-derived Mo are prevalent at the sites of blood–brain barrier disruption. Both Mg and Mo are detectable in cellular tumor areas in a patient-dependent manner. Mg and Mo exhibit molecular plasticity toward diverse GBM-associated states reflecting intratumoral heterogeneity. Notably, we detected reactive dendritic cell-like gene expression programs in a large subset of GBM-educated Mg-TAMs. These cells show high activation of the Mg sensome followed by increased phagocytic and antigen presentation capacity. We show that Mg states are differentially distributed across spatial GBM niches, where they co-localize with varying TME components and GBM phenotypic states. Lastly, we highlight the adaptation of diverse TME components, including myeloid cells upon TMZ treatment, which leads to the differential crosstalk with GBM tumor cells.

Studies of the differences between TAMs of different origins have been confounded by a lack of specific markers to separately purify these cell types within GBMs. By applying robust transcriptomic gene signatures, we found that Mg subsets represent an important fraction of myeloid cells in PDOXs, syngeneic models and GBM patients, confirming reports in mouse chimeras [61] and human GBMs [3, 8, 62]. Discrepancies in the field may arise from varying sampling strategies and marker selection. As Mg-TAMs downregulate classical homeostatic genes while activating macrophage markers, Mg/Mo discrimination based solely on the expression of selected homeostatic and/or macrophage markers may lead to biased misidentification of myeloid entities. We show that in human GBMs and preclinical models, Mg are abundant in the cellular tumor and invasive niche, whereas Mo are confined mostly to perinecrotic, and hypoxic areas with the leaky blood–brain barrier. Interestingly, PDOXs with more bulky growth show higher accumulation of Mg at the tumor border and more spatially distributed Mg heterogeneity than invasively grown tumors. This is in accordance with reports showing the diffuse presence of Mg in gliomas in contrast to brain metastases, where Mg appears to be often confined to the tumor border areas [3]. Mo are particularly abundant in the GL261 syngeneic model, which does not recapitulate the cellular tumor and infiltrative tumor zone well. Interestingly, GL261 show more invasive tumor growth in immunodeficient SCID mice concomitant with both less aberrant vasculature and more uniform distribution of TAMs [63]. It remains to be seen whether Mo are active players or a bypass product of the blood–brain barrier leakage and to what extend Mg infiltration influences the invasiveness of tumor cells to the brain. Although we confirmed a higher proportion of Mo in a subgroup of recurrent human GBMs [8, 11], we also identified recurrent tumors with a high proportion of Mg. These findings highlight high inter-patient differences and potential sampling bias linked to GBM niches and tissue isolation strategies, as observed in preclinical models. Analysis of the myeloid compartment in longitudinal PDOXs derived from matched primary and recurrent patient tumors did not reveal inherent changes in the TME composition without genetic and transcriptomic evolution of tumor cells, in line with similar observations in a subset of longitudinal patient tumors [64]. We rather detected patient-specific profiles that were retained in recurrent models. This is consistent with studies conducted in genetically engineered models of gliomas, where Mg/Mo ratios are model and not treatment dependent [65, 66]. A larger cohort will be needed to further interrogate the correlation between TME composition and GBM molecular features. Interestingly, we observed decreased survival of patients with high CL3 Mg-TAMs for classical GBMs, but not mesenchymal and proneural GBMs. We previously showed that the TAM signature associated with Mo correlates with decreased survival in gliomas in general, though the difference is not retained in GBM patients only [24]. This is consistent with the co-localization to hypoxic and perinecrotic niches, two factors associated with poorer survival in gliomas.

Importantly, the observed low levels of Mo in PDOXs might not solely originate from the GBM tissue structure; there might be other contributing factors linked to modeling using immunodeficient mice. For instance, it has been documented that Mo in SCID and nude mice exhibit compromised maturation processes, resulting in diminished responsiveness to external stimuli [67], which could explain restricted mobilization to the brain during GBM tumor growth in PDOXs. It is also essential to account for the potential influence of impaired communication between human GBM cells and mouse Mo within the PDOX system. Mo functionality depends on the specific cytokine milieu, which frequently exhibits species-specific differences [68]. Thus, the observed disparities in Mo levels could, in part, stem from the species-specific differences in cytokine signaling. Despite their distinct developmental origin and intrinsic transcriptional networks, myeloid cells are known to share signatures of tumor education, although specific functions of Mo- and Mg-TAMs have also been suggested [69, 70]. The high abundance of Mg in our PDOXs allowed us to further discriminate distinct phenotypic states of Mg-TAMs, which is more challenging in the syngeneic models [7, 24]. We show that Mg activation occurs in PDOXs generated in nude mice, which show strongly reduced and hypo-responsive T cells [71], suggesting that myeloid-T cell crosstalk is not a prerequisite for TAM activation. Since nude mice still possess B and NK cells as their main lymphocytic subpopulations, it remains to be seen whether the loss of T cells is compensated by other available lymphocytes. Of note, in GBM patients, naïve T cells are sequestered in the bone marrow, which contributes to a very low abundance of T cells in the tumor [72]. As a dominant myeloid population, Mg underwent pronounced activation in PDOXs, whereas Mo dominated GL261 tumors, where they acquired highly immunosuppressive states. These observations are in line with results obtained during GL261 progression, where early stages of tumor development are dominated by CD11c^+^ Mg invading the tumor, followed by recruitment of CD11c^+^ Mo-derived DCs [6]. We hypothesize that, while the ratio between Mo and Mg may depend on several factors linked to histopathological tumor features, tumor size and underlying mouse background, both myeloid entities are able to compensate their activation status toward immunosuppressive equilibrium.

We show that Mg subpopulations range from homeostatic to GBM-educated states. We identified two states corresponding to Ho-Mg (CL0-1) and five Mg-TAM states (CL2-6). Importantly, these states were detected across PDOXs and patient GBMs with different genetic backgrounds, highlighting pan-GBM significance and intratumoral heterogeneity. Ho-Mg states are present within several GBM tumor niches representing cellular tumors and invasive edges, suggesting ongoing education in close proximity to tumor cells. While CL0 Ho-Mg was detected in several GBM spatial niches, CL1 Ho-Mg were particularly abundant in close proximity to OPC/NPC-like GBM states in “Neural development” niches. While ramified Mg are still detectable in close proximity to the tumor cells, we showed accumulation of amoeboid Mg in the dense tumor areas upon tumor growth in PDOXs. Mg-TAM states share classical GBM education, including decreased levels of homeostatic genes, co-expression of pro- and anti-inflammatory molecules and increased levels of markers classically associated with pro-tumoral macrophages. Importantly, Mg states also display discrete transcriptomic features and gene regulatory networks. CL3 show particularly high features of the Mg sensome, but also phagocytosis and antigen presentation at similar levels to Mo, while CL2 appears as a transitory state from Ho-Mg to Mg-TAMs. Importantly, increased sensome activity is driven by a limited set of specific genes (*Cd74*, *Clec7a, Cxcl16*), while key homeostatic genes responsible for general sensing changes in the brain are downregulated, confirming the reduced capacity to sense changes in the TME caused by GBM. While all Mg states are detected across several spatial GBM niches, CL3 Mg-TAMs are particularly abundant in “Reactive immune” niche co-localizing with MES-like GBM cells, whereas “Reactive hypoxia” niche is predominantly enriched with CL7 Mo cells. While we confirmed transition of Mo and BAMs toward TAMs in PDOXs and patient GBMs, we did not further focus on the discrimination of Mo-TAM and BAM-TAM states due to scarcity of these cells in PDOXs. Interestingly, the analyses of myeloid cells in GBM patient tumors attribute important roles of Mo and Mg, which converge to similar heterogeneous TAM subsets. We functionally confirmed that phagocytosis is enhanced in the cellular tumor compared to the adjacent normal brain and can be supported by all myeloid cell entities. Our data are in line with previous reports showing the phagocytic activity of GBM-associated Mg [73, 74]. Although the functional implications of phagocytic Mg in GBM are still elusive, emerging data suggest both pro- and anti-tumoral effects. For instance, phagocytic Mg were shown to populate necrotic tumor zones and aid in the clearance of debris to enhance GBM cell invasion [74]. Increased Mg phagocytosis was reported to enhance antigen cross-presentation toward more efficient T cell priming upon combined TMZ and anti-CD47 treatment [75] as well as upon CTLA-4 blockage [76].

Dendritic-like Mg have also been reported in disease-associated microglia (DAM) in Alzheimer’s disease [77–79], amyotrophic lateral sclerosis, and multiple sclerosis [80]. Mg-TAMs and DAM appear to activate similar programs including decreased homeostatic genes, classical activation markers (e.g., *Spp1*, *Il1b*), phagocytic (e.g., *Apoe, Trem2*, *Tyrobp*), and APC (e.g., *Itgax* and *Igf1*) signatures. This suggests that phagocytic and APC-specific transcriptional programs are associated with Mg detecting damage within the CNS [56] as well as recognizing and clearing pathogenic factors, such as neoplastic cells in GBM and β-amyloid aggregates in Alzheimer’s disease, but not along acute inflammatory processes, where Mg rapidly restore and maintain the homeostatic neuronal network [53]. Mg and brain-resident macrophages are also known to act as competent APCs during CNS infections and are potentially involved in the activation of infiltrating T cells [81].

Intriguingly, we identified additional clusters within Mg-TAMs expressing astrocytic (CL4) and endothelial (CL5) markers as well as cycling Mg-TAMs (CL6). These phenotypic states, despite high scores for migration, showed lower levels of the sensome, phagocytosis, and antigen presentation, suggesting other functions. As bulk RNA-seq and spatial transcriptomics do not present sufficient resolution to deconvolute these signals from bona fide reactive astrocytes and endothelium, their localization in the tumor needs further investigation in the future. The expression of astrocytic genes such as *Gfap* and *Serpina3n* has been previously reported in Mg in mouse models of injury and autoimmune encephalomyelitis where it is speculated that they might suppress pro-inflammatory pathways [82]. GFAP has also been detected in a subset of circulating Mo in brain tumor patients [83].

Lastly, we demonstrate the utility of PDOX models in understanding adaptation of the GBM ecosystem upon treatment. Although several studies have suggested an increased abundance of TAMs at recurrence [8, 11], a direct analysis upon treatment is not possible in human tumors. By applying TMZ to a *MGMT*-methylated GBM PDOX model, we identified both tumor cell and TME remodeling. Increased apoptotic signaling and a pronounced MES-like GBM state were observed together with increased Mg migration toward the tumor. Mg-TAMs in treated tumors displayed re-polarization toward more pro-inflammatory states with increased phagocytosis and antigen presentation scores. We observed altered molecular crosstalk with tumor cells, e.g., through activation of Gas6 signaling across several cell types. Although further investigation of the key axes in such complex crosstalk is needed, we speculate that Gas6 expressed by apoptotic cells activates efferocytosis, a well-known function of Mg in the brain, aimed at the removal of damaged apoptotic cells, thus contributing to the resolution of inflammation [84]. We cannot exclude a direct impact of TMZ on Mg as cGAS-STING was recently reported to be activated upon damage of the Mg cells themselves, leading to inflammation [85]. Further studies with a larger cohort of treated PDOXs will be needed to fully understand the adaptation of GBM cells with different molecular backgrounds and their adjacent TME. As direct effects of the treatment on Mg have also been reported [86], further studies are needed to dissect molecular events upon treatment leading to changes in the cellular network.

Research efforts aimed at deciphering the functional heterogeneity of TAMs may contribute to the development of novel immune therapeutic approaches in GBM patients. It remains to be investigated how TAMs can be reprogrammed against GBM cells [87]. TAMs showed enhanced phagocytic ability following CD47 blockade [73, 88, 89], an effect that was more pronounced in combination with TMZ [75]. These results suggest that the phagocytic capacity of Mg-TAMs appears to be pervasive and may require fine-tuning in the context of therapeutic reprogramming. Further functional characterization is needed to harness their anti-tumor potential, for instance by addressing their capacity to recruit lymphocytes and their phagocytic ability against tumor cells.

Taken together, we show key adaptation of brain-resident cells to TME niches in GBM. Our work provides a novel understanding of the TME in GBM in vivo models. Such investigations are still scarce in the community, which has led to incorrect interpretation of the preclinical outcomes and failure of numerous clinical trials. Furthermore, we unravel heterogeneous Mg states, which reside in different spatial niches. In-depth characterization of specific signatures of the TME and their adaptation upon standard-of-care treatment will pave the way toward rational design of targeted treatment strategies. The use of PDOX avatars holds promise for the functional assessment of the plastic GBM ecosystem upon treatment and for testing novel therapeutics, including modalities targeting GBM-educated myeloid cells.

## Conclusions

Overall, we show that PDOX models faithfully recapitulate the major components of the GBM-educated TME and allow assessment of phenotypic changes in the GBM ecosystem upon treatment. Focusing on the myeloid compartment, we show the education of microglia and monocyte-derived cells toward GBM-specific heterogeneous states. We identify reactive dendritic cell-like gene expression programs associated with enhanced phagocytic and antigen presentation features in GBM-educated microglia subsets that might be harnessed for novel immunotherapeutic approaches. Our data provide an important characterization of the TME in patient-derived models, which is key for tailoring future investigations of treatment responses and resistance mechanisms prior to clinical trials.

### Supplementary Information

**Additional file 1: Table S1.** Characteristic of PDOX models applied in the study. **Table S2. **List of antibodies used in the study. **Table S3.** Characteristics of cell clusters identified in DROP-seq data in mouse-derived TME. **Table S4.** Lists of differentially expressed genes between PDOXs and nude brain per each major cell type. **Table S5. **Characteristics of myeloid clusters identified in DROP-seq data. **Table S6.** Lists of differentially expressed genes between PDOXs, GL261 and their respective normal brain controls (Nu-NB, B6-NB) per each myeloid cell type. **Table S7**. List of gene signatures applied for scRNA-seq analysis. **Table S8.** Lists of differentially expressed genes between TMZ treated and control P3 PDOXs per each major cell type analyzed.

**Additional file 2:** Supplementary materials: Molecular profiling of PDOX models, Targeted DNA sequencing, DNA methylation, 10XGenomics single-cell RNA-sequencing and analysis, Gene expression analysis by qPCR; Supplementary figures: **Fig S1.** Characteristics of GBM PDOX models and the GL261 mouse model. **Fig S2.** Composition of mouse-derived TME in PDOXs and GL261. **Fig S3.** Tumor-specific activation of TME cell types. **Fig S4.** Myeloid cell heterogeneity and ontogeny in mouse-derived GBM TME. **Fig S5.** Analysis of heterogeneous myeloid phenotypic states. **Fig S6.** GBM-specific education of myeloid cells in PDOXs and GL261 TME. **Fig S7.** Analysis of functional markers in TAMs. **Fig S8.** Analysis of Mg and Mo cells in GBM patient tumors. **Fig S9.** Assessment of myeloid signatures in bulk RNA-seq profiles of GBM patient tumors. **Fig S10.** GBM ecosystem upon TMZ treatment.

## Data Availability

LIH cohort of PDOX models with associated molecular characterization are available via the PDCM finder [90] and are part of the EuroPDX consortium collection [91]. The scRNA-seq data from the PDOX models have been deposited in the Gene Expression Omnibus repository with accession numbers GSE226468 [92] (mouse TME) and GSE128195 [93] (human tumor cells). Codes used to analyze data in this paper are available at the Github repository [94].

How the deposited data were processed for this re-analysis (not part of the article)

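Mouse-derived cells of 9 samples were analysed: 7 PDOXs of untreated nude mice, 1 P3 PDOX after TMZ and 1 nude mouse brain without tumor. The authors made the deposited counts by mapping Drop-seq reads to the human and mouse genomes and counting the UMIs of each gene in each cell barcode, and deposited them for the mouse-derived cells as raw UMI counts without normalization. The values were checked to be whole numbers of 0 or more. The files of Nu-NB and P8 use an older release of gene symbols than the other 7, which splits the samples as the cell sort does (FACS or MACS). Per sample, between 722 and 2770 cells were kept, with a median of 521 to 1303 UMIs per cell before the doublet step, so that genes with few UMIs have wide intervals.

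Cells with at least 200 detected genes and at most 30% mitochondrial UMIs were kept, genes had to be detected in at least 5 cells, and the 5% of cells with the highest scrublet score were left out of each sample. Counts were normalized per cell, log-transformed and clustered with scanpy 1.11.5 and leidenalg 0.10.2 on Python 3.11.15 (2000 highly variable genes chosen within samples, 30 principal components, 20 neighbors, resolution 1, seed 1), without batch correction and without the genes that the paper names as results and mitochondrial genes. A cluster took the name of a class when at least 3 of its fixed markers, and at least 50% of them, were detected and at least 30% of its cells held 2 of them. It was called mixed when another class met a similar rule. The marker lists, the comparisons and their tests, and all alternatives but 1 were fixed ahead, but this naming rule was not. It was revised 4 times with the clusters and the shares of each sample in view, and at least 1 earlier form was set beside the shares of Fig. 1D. The earlier forms compared a marker with all other cells, or with the median of the clusters alone, or added a comparison with the highest cluster and a second clustering, or counted markers missing from a file as 0, and the form used here added the share of cells with 2 markers. It was the last to be tried, before any test of genes was run, and results under the earlier forms were not kept. Mixed and unnamed clusters of at least 60 cells were clustered once more.

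UMIs were summed over the cells of one class in each sample with at least 10 such cells and compared by edgeR 4.0.16 (quasi-likelihood, TMM) and, as an alternative, by DESeq2 1.42.0, on R 4.3.3, at FDR ≤ 0.01 and |log2FC| ≥ 1 for PDOXs against Nu-NB and FDR ≤ 0.05 for angiogenic against invasive PDOXs. Gene lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01, and by fry. Shares of cells were compared by exact permutation tests and have exact binomial intervals of 95%. Cells were thinned to 500 UMIs where the share of cells with a transcript was counted. The TMZ comparison has 1 sample on either side and was not tested. Both tools were tested on simulated data. Genes named in the text are those that the paper names and, past the threshold, up to 5 in each direction with the largest change among genes at 50 CPM or more that lie outside the range of the other group. Gene positions are those of GRCm38. Alternatives were Seurat 5.3.0 with RPCA integration, other doublet, cell and gene filters, a higher resolution, other tests and scalings, other depths, and leaving out each PDOX. Cell-to-cell communication, spatial data, human tumor cells, T347 and T470, GL261 tumors and BL6/N brains were not analysed here. Results of 1 gene that the paper names are not reported here. The counts of outlying values and of values under the alternatives leave it out, and the tests across all genes keep it.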

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

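The tests that count fixed markers in T101 and T16 were chosen after the results they bear on had been seen. Of 44 groups of samples searched for a value far from the rest, 8 held one, and several of these share T101. For *Flt3* and *Clec9a* every other PDOX whose file lists the gene had 0%, so that any cell stands out by construction, and the 8 are not set against a rate of chance.

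P13 had a median of 1303 UMIs per cell, far above the other PDOXs. Its depth was handled by thinning, no explanation was tested, and neither was a biological one.

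Cycling-like clusters held 6.692% of the cells of P3, far from the other PDOXs. In 6 samples the share of UMIs on mitochondrial genes in cycling-like cells was below that of every named class. Reads of human tumor cells counted on mouse genes would give this, but in 1 sample it was not so, and the files hold no human genes to decide, so that this explanation and a higher share of dividing mouse cells cannot be told apart. A biological explanation was not tested.

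Clusters led by processed pseudogenes held 46.13% of the cells of T101, a signal outside the cell types that the paper discusses, and none of the cells of Nu-NB or P8. Such genes held 1.884 to 2.328% of the UMIs of these clusters, against at most 1.318% in a named cluster. The absence of these clusters from Nu-NB cannot be told apart from the cell sort and the older symbols, which P8 shares. Damaged cells of low depth are argued against, since in 0 samples did these cells hold under 0.5 of the median UMIs of the others or the largest mitochondrial share. Human tumor cells counted on mouse genes stay open, with a mitochondrial share below every named class in 6 of 7 samples, cycling-like cells apart. Shares of the other named classes in T101 are lowered by these cells, cycling-like cells apart. Of the 22 cycling-like cells of T101, 20 came from these clusters.

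T101 had 37.56% monocyte-derived-like cells among its myeloid-like cells, far from the other PDOXs, and the highest share with a UMI of *Flt3* (0.8163%), *Xcr1* (1.224%) and *Clec9a* (0.4082%). The last 3 rest on 2, 3 and 1 cells. T16 had 11.79% BAM-like cells and the highest share with a UMI of *Mrc1*, 9.494%. Cluster names rebuilt here, by a rule revised with the shares of T101 in view, are a possible explanation that fixed markers counted cell by cell do not settle. At least 2 of them were seen in 13.06% of the thinned myeloid-like cells of T101 and 6.884% of P13, with 95% exact binomial intervals of 9.108 to 17.94% and 4.917 to 9.327%, and for BAMs in 8.861% of T16 and 3.804% of P13, with intervals that overlap. No biological explanation was tested.

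Between angiogenic and invasive PDOXs, 44 of 4076 genes passed in endothelial-like cells, a comparison of genes that the paper does not report. The real grouping gave the largest number of the 35 splits, so that 1 of 35 was as large and chance is argued against. Without each PDOX in turn it was between 1 and 47 genes, P8 differs in cell sort, and T192 and T233 come from the same patient, so that other differences between these tumors stay open beside histology, which was not tested apart from them.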

How the results depend on the processing

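The share among cells outside clusters led by processed pseudogenes was chosen after the data had been seen. The 4 earlier forms of the rule that names clusters were not run as alternatives, although under 1 of them the myeloid-like share of T101 was far lower, so that the values below do not show how much the shares depend on that choice. Without doublet removal that share was 9.639%, of 26.3%. Of 2253 values of 184 results under the alternatives, 1947 kept their direction and their side of the threshold or stayed within their spread, 103 were weaker, 28 stronger, 138 moved and 37 reversed. For the values below the cause was not tested, unless stated. No paired analysis was possible because Nu-NB and the PDOXs share fewer than 2 replicate numbers. All values held with at least 30 cells per sample (52 values), upper quartile normalization (54), a pseudocount of 1 CPM (54) and cells split by *Cst7* alone (13).

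DESeq2 called 217 genes in myeloid-like, 1 in endothelial-like and 1 in astrocyte-like cells between PDOXs and Nu-NB, and 128 in endothelial-like and 7 in myeloid-like cells between angiogenic and invasive PDOXs. No filter on low counts gave 2 in myeloid-like and 26 in astrocyte-like cells, and 310 for the endothelial-like comparison of histologies. All gene symbols of any file gave 0 in myeloid-like cells and 1 for that comparison, with a median log2FC of 0.2527 for the phagocytosis list, whose direction reversed in the test. Sums thinned to the smallest total gave 0 for it, and reversed *Cldn5* in endothelial-like cells (-0.09468) and *Egr1* (-0.01829) and *Fos* (-0.009176) in myeloid-like cells. Of the 16 signature lists, fry called 6 and camera with an estimated correlation 0, and fry reversed the direction of the sensome without homeostatic genes at the same median of -0.005506.

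Seurat RPCA integration gave, in Nu-NB, 0.7174% BAM-like, 88.24% microglia-like and 1.435% monocyte-derived-like cells of the myeloid-like cells and 0.8451% OPC-like cells of all cells, a PDOX median of 67.58% microglia-like cells, 19 genes in myeloid-like cells between histologies, and a reversed direction for phagocytosis (median 0.1561). Leiden resolution 2 gave 0 genes in myeloid-like cells between PDOXs and Nu-NB, and -1.422 for the endothelial genes that Table S8 lists as lower. Named genes kept for clustering gave 0 genes in myeloid-like cells as well.

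Without doublet removal, Nu-NB had 0% BAM-like, 0% monocyte-derived-like and 99.28% microglia-like cells, the endothelial-like share differed by -15.45 points after TMZ, the endothelial genes of Table S8 listed as higher had a median of 1.04, and 5 genes in endothelial-like and 1 in myeloid-like cells passed between histologies. Reversed were *Cd74* (0.4728) and *H2-Ab1* (0.1567) in double-positive cells, *Sirpa* (0.007921), and the sensome with (0.1332) and without homeostatic genes (0.1851). With scrublet's automatic threshold, 0 genes passed in myeloid-like cells between PDOXs and Nu-NB, 27 in endothelial-like and 15 in myeloid-like cells between histologies, the endothelial-like share differed by -15.11 points after TMZ, the endothelial medians of Table S8 were -1.18 and 1.046, and the share with endothelial transcripts was 4.478%. Reversed were *Ctss* after TMZ (0.08056), *Fos* (-0.03199) and phagocytosis (0.144).

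At least 500 genes per cell left a PDOX median of 880 cells, of 1810, by its construction. It gave 35.31% myeloid-like cells, 1.29% monocyte-derived-like cells of the myeloid-like cells and 3.872% cycling cells in Nu-NB, a PDOX median of 90.82% microglia-like cells, 8 genes in endothelial-like cells between histologies, differences after TMZ of 0 points in the astrocyte-like and -18.6 points in the endothelial-like share, and Table S8 medians of -0.9696 and 0.627 in myeloid-like and -1.452 and 1.02 in endothelial-like cells. Reversed were *Cd274* (0.2198), *Cd74* (0.2747) and *H2-Ab1* (0.1711) in double-positive cells, *Csf1r* (0.0007446), *Egr1* (-0.09992), *Itgam* (0.01366) and *Sirpa* (0.3004) between PDOXs and Nu-NB, CL6 (-0.2681), the sensome with (0.246) and without homeostatic genes (0.3325), and the correlation for astrocyte transcripts (-0.1228).

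At most 10% mitochondrial UMIs gave 44.36% myeloid-like and 43.84% astrocyte-like cells and 1.337% monocyte-derived-like cells of the myeloid-like cells in Nu-NB, a PDOX median of 84.03% microglia-like cells, 0 genes in myeloid-like and 11 in astrocyte-like cells between PDOXs and Nu-NB, 107 in endothelial-like cells between histologies, differences after TMZ of 23.55 points in the myeloid-like and -18.44 points in the endothelial-like share, and Table S8 medians of 0.681 in myeloid-like and 1.099 in endothelial-like cells. Reversed were the sensome without homeostatic genes (0.1434) and the correlation for astrocyte transcripts (-0.2271), and the correlation for endothelial transcripts was -0.7462. TMM scaling gave Table S8 medians of 0.8516 and -0.9454 in myeloid-like and 1.109 and -1.397 in endothelial-like cells, by its construction, since it shifts every gene alike.

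Depth moved shares of cells by construction. At 1000 UMIs, 5.396% of Nu-NB and a PDOX median of 14.95% were cycling, and 8.333% of myeloid-like cells held endothelial transcripts. Without thinning, the PDOX median was 10.28% for cycling, 26.25% for astrocyte and 18.53% for endothelial transcripts, and the rank correlation of antigen presentation and phagocytosis -0.009896. At least 1 cycling marker gave 6.578% in Nu-NB and 19.25% in PDOXs, at least 3 gave 3.747% in PDOXs, and at least 3 of the 10 genes gave 0.4644% for endothelial transcripts. With shared genes kept, rank correlations with phagocytosis were 0.4863 for the sensome, 0.2695 for migration and 0.2624 for antigen presentation, the last reversed, by construction, since shared genes enter both lists. Migration after TMZ reversed (0.3464) as the share of UMIs on the list. The endothelial-like difference between histologies was 12.51 points with T192 and T233 averaged and 8.242 points as the share outside the myeloid-like class, neither past 0.05. Among cells outside clusters led by processed pseudogenes it was 12.64 points (exact permutation p = 0.1714), since T101 then lies above T16 and P13, and the myeloid-like difference was -23.45 points (p = 0.1429), not past 0.05 either.

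Leaving out each PDOX in turn gave ranges of 9.888 to 15.14 points for that difference, 1 to 47 genes for its comparison of genes, 1 to 47 genes in myeloid-like and 0 to 13 in astrocyte-like cells between PDOXs and Nu-NB, and log2FC of -0.1696 to 0.007143 for *Sirpa*, -0.02133 to 0.2062 for *Fos*, -0.1074 to 0.2812 for *Egr1* and a median of 0.02175 to 0.09478 for the sensome without homeostatic genes, against -0.005506 with all PDOXs. The higher ends of these 3 counts of genes came without P8. Astrocyte-like cells of P3 were too few for a sum, as were OPC-like cells of Nu-NB outside RPCA integration, and choroid plexus-like cells were too few for RPCA integration, Leiden resolution 2, 500 genes per cell, 10% mitochondrial UMIs and 30 cells per sample, so that no value exists there. Leaving out a PDOX leaves 2 with choroid plexus-like cells, fewer than the 3 asked for, and edgeR then called 17 genes without P8 and 0 without T233 or P13. With 1 brain, depth limits what can be said of any gene with few UMIs in Nu-NB.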

Differences from the paper's values

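A share is said to differ where it is off by more than its spread and by more than 1.5 times. The paper counts 7% of P13 myeloid cells as monocyte-derived, and here it was 11.96% of myeloid-like cells. Among the alternatives set before the data were examined, those with scrublet's automatic threshold, Seurat RPCA integration, Leiden resolution 2 and at least 500 genes per cell do not differ from the paper's value, and the other 3 do. In T101 the share here was 37.56% (95% exact binomial interval 32.76 to 42.55%), above the range of monocyte-derived shares that the paper gives for PDOXs. The paper gives 28% cycling pericytes, and here it was 14.97% of mural-like cells. At least 1 cycling marker (28.17%), thinning to 1000 UMIs (32.49%) and no thinning (21.37%, whose 95% exact binomial interval of 18.07 to 24.96% leaves out the paper's value) do not differ by this rule, and the other 8 do. The paper gives 19.5% cycling ependymal cells, and here it was 1.613% of ciliated ependymal-like cells, where at least 1 cycling marker (15.32%) does not differ and the other 10 do. The list that Table S3 gives for pericytes starts with ciliated ependymal genes (*Ccdc153*, *Tmem212*) and its ependymal list with choroid plexus genes (*Ttr*, *Enpp2*). Which cells the paper's shares refer to was therefore not settled, and in choroid plexus-like cells the share here was 1.429%. The paper also gave the cells of its cycling cluster the name of their best-scoring cell type. Here cycling-like clusters stayed a class of their own, with 117 of 157 thinned PDOX cells cycling. The shares by type leave these cells out, so they may not be the same measure as the paper's.

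Shares in Fig. 1D were read by eye. The paper's myeloid share of T16 is about 21% in Fig. 1D, read by eye, against 13.02% here, with no difference under scrublet's automatic threshold, Seurat RPCA integration, Leiden resolution 2, named genes kept for clustering and 10% mitochondrial UMIs, and a difference under the other 2. The paper's astrocyte shares are about 38% in T101 and about 16% in P3 in Fig. 1D, read by eye, against 3.004 and 0.3861% here, and all 7 alternatives differ. The paper's endothelial share of P8 is about 15% in Fig. 1D, read by eye, against 6.022% here, and all 7 differ. That of P13 is about 30% in Fig. 1D, read by eye, against 18.74% here, with no difference at 500 genes per cell and 10% mitochondrial UMIs, and a difference under the other 5.

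The paper's Table S4 lists 287 genes as higher and 136 as lower in PDOX myeloid cells, 304 and 105 in endothelial cells, and 186 and 129 in astrocytes, from a test with cells as replicates. With samples as replicates, 0 were higher and 1 lower in myeloid-like, 0 and 0 in endothelial-like, and 0 and 0 in astrocyte-like cells by edgeR. All alternatives differ from the paper's counts. DESeq2 came to 164 higher and 53 lower in myeloid-like cells, and no filter on low counts to 22 and 4 in astrocyte-like cells.

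The paper lists oligodendrocytes among the cell types found in all samples, and here no cluster met the rule for them. It names *Cd74* among the genes behind the sensome of CL2 and CL3, and in cells with UMIs of *Spp1* and *Cst7*, which stand in for these states, *Cd74* was higher in 1 of 4 PDOXs. The mean log2 ratio of *Cd74* (-0.20) reversed without doublet removal (0.4728) and at 500 genes per cell (0.2747). Of the other genes named there, *Cd52* was higher in 4 of 4 PDOXs, *Clec7a* in 3 of 4 and *Cxcl16* in 2 of 4. The paper reports functional signatures as activated in most TAM clusters after TMZ. In summed myeloid-like cells, the migration score was lower after TMZ (-0.2332), while the sensome (0.2185), phagocytosis (0.1049) and antigen presentation (0.03636) scores were higher.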

Other observations

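The tests on mixed cells, on symbols of Table S4, on the position of P8 by DESeq2, on *Rps12* and *Rpl17*, on *Rpl26*, and the fixed-marker form of the test on astrocyte transcripts were chosen after the results had been seen.

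Genes of Table S4 whose symbol is not in every file side with the release of symbols. Over these genes, P8 sides with the brain in 99.78%, consistent with files annotated by different releases as the reason for these entries. When symbols missing from a file were read as 0 here, 0 further genes passed in these classes, so that test is void.

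Genes between PDOXs and Nu-NB are confounded with the cell sort and the symbols, which Nu-NB shares with P8. Over the genes that edgeR calls in myeloid-like cells without P8, P8 sits at 0.1276 between Nu-NB (0) and the other PDOXs (1). Far fewer genes pass with P8, so leaving it out selects genes in which it departs from the other PDOXs. This position therefore cannot decide, and the edgeR genes of the classes below are selected in the same way. Over the genes that DESeq2 calls without P8 it sits at 0.7062, which argues against the sort or the annotation as the whole cause in these cells. Over the Table S4 genes listed in every file, P8 sits at 0.7806 and T16, sorted by MACS, at 0.7006. The other PDOXs sit between 0.9446 in P13 and 1.226 in P3. In astrocyte-like cells P8 sits at 0.02371 over the 13 genes of edgeR and at 0.3187 over the 28 of DESeq2, nearer to Nu-NB, so that the sort and the annotation stay open there, and in endothelial-like cells at 0.5818 over 21 genes of DESeq2. In choroid plexus-like cells, with 2 other PDOXs, it sits at 0.272 over 17 genes of edgeR. Each PDOX was also set against the other PDOXs, to see whether a PDOX calls as many genes as Nu-NB does. In myeloid-like cells this test cannot decide, since Nu-NB calls so few genes that almost any PDOX with calls reaches its count. The fits also differ in form, with Nu-NB set against 7 PDOXs and each PDOX against 6. The same test is void in endothelial-like cells, with 7 PDOXs, and in astrocyte-like cells, with 6, where Nu-NB calls none.

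*Rps12* and *Rpl17* in P8 go with the files, since in myeloid-like cells *Rps12* has 355.2 CPM in Nu-NB and 25.85 CPM or less in the newer files. In astrocyte-like cells, with 55.11 CPM in Nu-NB, P3 after TMZ has 169.8 CPM from 1 UMI, so that the bound does not hold there. For *Rpl17* it does not hold in endothelial-like cells, with 0 UMIs in Nu-NB and up to 28.58 CPM in the newer files. A state of myeloid-like cells of P8 is argued against, since *Rps12* has 651.4 CPM in endothelial-like cells of P8. *Rpl26* after TMZ is not confined to myeloid-like cells, with a log2 ratio of -4.294 in endothelial-like cells. Whether its reads were counted on another gene cannot be told apart from a loss, since *Rpl26* with its named pseudogenes has 40.62 CPM, and other copies may hold the reads.

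Astrocyte transcripts in myeloid-like cells may come from free RNA, which predicts equal shares in endothelial-like cells. The form of this test planned first used genes of the CL4 list and did not give equal shares, with 24.8 to 65.6% in endothelial-like cells of the PDOXs, above those in myeloid-like cells. It was set aside, since endothelial cells express some of these genes, and replaced by the fixed astrocyte markers. With these, 0 PDOXs had at least 2 markers more often in myeloid-like cells at an adjusted p of 0.05 by exact Fisher test, but T16 came near, with 6.329% against 1.635% (exact Fisher p = 0.009457, adjusted p = 0.0662), and few cells held the markers, so that a small excess is not ruled out. Clusters with markers of both classes had more UMIs and higher doublet scores in 3 of 3 samples, as 2 cells under 1 barcode would give. Such cells should hold near the sum of the 2 class medians. The ratio to that sum was 1.141 in P13, 1.68 in T16 and 3.921 in T192. In T192, with 12 such cells, 2 cells of median depth do not account for the UMIs. Uptake by phagocytosis was not tested.

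Between angiogenic and invasive PDOXs, 0 of 8595 genes passed in myeloid-like cells by edgeR (559 at an unadjusted p under 0.05) and 7 by DESeq2. The real grouping gave none by edgeR, so that 35 of 35 splits give as many by construction and the test of other splits is void.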
